# FTO-mediated m6A demethylation regulates PGC-1α-dependent mitochondrial biogenesis to attenuate aluminum-induced neuronal senescence

**DOI:** 10.1038/s41598-026-51674-w

**Published:** 2026-05-07

**Authors:** Zhaoya Jin, Shuai Li, Jinzhu Yin, Xiaoyu He, Ru Wang, Yang Liu, Huifang Zhang

**Keywords:** Aluminum, FTO, m6A methylation, PGC-1α, Mitochondrial biogenesis, Senescence, Cell biology, Genetics, Molecular biology, Neuroscience

## Abstract

Aluminum (Al) exposure is increasingly recognized as a risk factor for neurodegenerative disorders; however, the epitranscriptomic mechanisms linking environmental Al toxicity to neuronal senescence and mitochondrial alterations remain poorly understood. We hypothesized that impairs mitochondrial biogenesis and may disrupt mitochondrial homeostasis through dysregulation of N6-methyladenosine (m6A) RNA modification mediated by the m6A demethylase fat mass and obesity-associated protein (FTO). HT22 mouse hippocampal neurons were exposed to aluminum maltolate (60–240 µmol/L). An FTO-overexpression model was established. MeRIP-seq and RNA-seq were performed to assess m6A and transcriptomic changes. Mitochondrial status, particularly mitochondrial biogenesis–related indicators, was evaluated via ATP and mtDNA levels. SA-β-Gal staining assessed senescence. The expression of senescence-associated markers (e.g., p16, p21, HMGA1) and mitochondrial regulatory factors (e.g., FTO, PGC-1α, NRF-1, NRF-2, TFAM) was examined by qPCR and Western blotting. Aluminum exposure globally increased m6A methylation (7,068 peaks upregulated), affecting pathways linked to senescence and neurodegeneration. PGC-1α showed increased m6A and decreased expression. Aging markers (P16, P21, HMGA1) were upregulated, while mitochondrial biogenesis–related indicators (ATP levels, mtDNA copy number, and the PGC-1α axis) were reduced, indicating impaired mitochondrial biogenesis. FTO expression was suppressed by aluminum but overexpression of FTO reversed these effects, reducing m6A levels, restoring PGC-1α expression, partially restoring mitochondrial biogenesis-related parameters, and attenuating senescence. Our findings suggest that aluminum induces neuronal senescence by inhibiting FTO, increasing m6A methylation, and downregulating PGC-1α-mediated mitochondrial biogenesis. The FTO–m6A–PGC-1α axis plays a critical role in aluminum neurotoxicity.

**Supplementary Information:**

The online version contains supplementary material available at 10.1038/s41598-026-51674-w.

## Introduction

 With the increasing prevalence of industrial applications and environmental exposure, the potential health risks of aluminum (Al) have attracted growing attention. Chronic low-dose Al exposure is of particular concern, as it can lead to progressive accumulation in the body and exert neurotoxic effects through multiple molecular pathways^1,2^. Evidence indicates that Al is capable of crossing the blood-brain barrier (BBB), where it triggers oxidative stress, mitochondrial dysfunction or alterations, and calcium homeostasis disruption, ultimately resulting in neuronal apoptosis and synaptic impairment^3^. These neurotoxic effects are implicated in the pathogenesis of several neurodegenerative diseases, including Alzheimer’s disease (AD) and Parkinson’s disease (PD)^4^. Notably, neuropathological changes such as cellular senescence, chronic inflammation, and mitochondrial dysfunction or alterations are frequently observed in the brain even prior to the clinical onset of neurodegeneration^5^. Cellular senescence is a state of permanent cell cycle arrest triggered by intrinsic or extrinsic stressors, characterized by proliferative decline, altered morphology, metabolic reprogramming, and the emergence of a senescence-associated secretory phenotype (SASP)^6^. Neurons can still exhibit senescence-associated features under pathological stimuli, including DNA damage accumulation, heterochromatin formation, elevated SA-β-Gal activity, and increased secretion of reactive oxygen species (ROS) and inflammatory mediators^7^. Jurk et al. reported a significant upregulation of senescence markers such as p16^INK4a and p21 in neurons from aged mice and human postmortem brain tissues, suggesting that neuronal senescence may play a pathological role in neurodegenerative progression^8^.

Mitochondria serve as central regulators of cellular energy metabolism and play a pivotal role in maintaining neuronal viability and function. Mitochondrial damage and impaired biogenesis have been identified as key drivers of cellular senescence^9^. Through oxidative phosphorylation, mitochondria generate ATP to meet the high energy demands of neurons, while simultaneously serving as both major sources and targets of ROS^10^. Disruption of mitochondrial biogenesis leads to decreased ATP production, ROS accumulation, mtDNA mutations, and activation of pro-inflammatory pathways, all of which contribute to cellular dysfunction and aging^11^. Mitochondrial biogenesis is essential for maintaining both mitochondrial quantity and quality. This process is orchestrated by a network of transcriptional regulators, among which peroxisome proliferator-activated receptor gamma coactivator-1 alpha (PGC-1α) is considered a master regulator. PGC-1α activates nuclear respiratory factors 1 and 2 (NRF-1/2), which in turn induce mitochondrial transcription factor A (TFAM), promoting mtDNA replication and transcription of mitochondrial genes^12^. Studies have shown that PGC-1α expression is significantly reduced in aged tissues and models of neurodegenerative diseases. Loss of PGC-1α impairs brain structure and cognitive function, whereas its overexpression improves mitochondrial function and attenuates neurodegeneration^13,14^.

Recent advances in epigenetic regulation have highlighted the importance of post-transcriptional modifications, particularly N6-methyladenosine (m6A) methylation of mRNA, in neural development, synaptic plasticity, metabolic regulation, and aging. m6A is the most prevalent internal modification in eukaryotic mRNA and is dynamically regulated by methyltransferase complexes (METTL3, METTL14, WTAP) and demethylases (FTO, ALKBH5)^15,16^. Fat mass and obesity-associated protein (FTO), the first identified m6A demethylase, is highly expressed in the adult central nervous system and regulates neural stem cell proliferation, neurotransmitter release, and learning and memory^17^. Deficiency of FTO leads to excessive m6A accumulation, disrupted neuronal transcriptomic programs, impaired mitochondrial function, and cognitive deficits^18^. Emerging evidence suggests that FTO may modulate mitochondrial morphology and biogenesis by regulating m6A methylation of mitochondrial-related genes^19^. Although previous studies have investigated Al-induced neurotoxicity, mitochondrial dysfunction, neuronal senescence, and m6A epitranscriptomics separately, the potential crosstalk between these pathways remains poorly understood. Specifically, it is unclear whether FTO-mediated m6A demethylation modulates PGC-1α–dependent mitochondrial biogenesis during Al-induced neuronal aging.

In this study, we hypothesized that Al-induced FTO downregulation impairs mitochondrial biogenesis and may contribute to mitochondrial functional alterations through an m6A-dependent mechanism. To test this hypothesis, we utilized an Al-exposed HT22 cell model as a representative neuronal system. While we recognize the limitations of using a simplified cell line to model complex human neurodegeneration, this approach allows for the precise integration of RNA-seq with MeRIP-seq to characterize the regulatory role of the FTO/PGC-1α axis. By combining molecular profiling with functional assays, this study seeks to elucidate a novel epitranscriptomic mechanism linking environmental Al exposure to neuronal aging, thereby providing potential targets for the intervention of Al-induced neurotoxicity.

## Materials and methods

### Cell culture

Mouse hippocampal neuronal cell line (HT22) (BeNa Culture Collection, Henan, China) were cultured in DMEM (Gibco, Thermo Fisher Scientific, Waltham, MA, USA) supplemented with 10% fetal bovine serum and 1% penicillin-streptomycin. And the cells were incubated at 37 °C with 5% CO_2_(Gibco, Thermo Fisher Scientific, Waltham, MA, USA). The medium was substituted every two days and were passed at a ratio of 1:3 to 1:5 Upon reaching 80–90% confluence.

### Lentiviral transduction and expression verification

HT22 mouse hippocampal neurons in logarithmic growth phase were seeded in 6-well plates (Corning Incorporated, Corning, NY, USA) at a density of 5 × 10⁴ cells per well and cultured for 24 h to reach approximately 30–40% confluence at the time of infection. Lentiviral transduction was performed using recombinant lentiviruses encoding full-length mouse FTO (pcSLenti-EF1-EGFP-P2A-Puro-CMV-Fto-3xFLAG-WPRE; Cat# H31908, Obio Technology) or the corresponding empty vector (pcSLenti-EF1-EGFP-P2A-Puro-CMV-MCS-3xFLAG-WPRE; Cat# GL180,same vendor) as a negative control. A multiplicity of infection (MOI) of 20 was selected based on preliminary optimization experiments.

The required viral volume was calculated according to the formula: viral volume (µL) = (cell number × MOI/viral titer) ×10. Viral particles were diluted in complete DMEM supplemented with polybrene (5 µg/mL) and added to the cells. After 12–16 h of incubation at 37 °C with 5% CO_2_, the medium was replaced with fresh complete DMEM. To establish a stable cell line and eliminate non-transduced cells, puromycin (2 µg/mL; Sigma-Aldrich) was added to the medium 24 h post-transduction. This antibiotic selection was maintained for 72 h, with the concentration determined by a previously established kill curve for HT22 cells. Cells were maintained for an additional 48–72 h to allow stable transgene expression. Transduction efficiency was evaluated at 72 h post-infection by fluorescence microscopy based on enhanced green fluorescent protein (EGFP) expression. More than 80% of cells exhibited robust green fluorescence, which was further supported by immunofluorescence analysis. The successful overexpression of FTO at protein levels was rigorously verified by Western blot (Fig. 7b). Cells with confirmed FTO overexpression were subsequently subjected to aluminum maltolate treatment and downstream molecular and functional analyses.

### Chemical preparation and treatment

Aluminum maltolate^20^ was prepared by mixing AlCl_3_ and maltol (Sigma-Aldrich, USA) in equal volumes as previously described^20^. The solution was prepared fresh before each use and adjusted to pH 7.4 followed by filtration (0.22 μm). Maltolate was employed as a metal-chelating ligand to enhance the solubility and bioavailability of aluminum at physiological pH. To exclude potential interference from the ligand itself, a maltol-only group (without aluminum) was included as a vehicle control; preliminary experiments confirmed that maltol at the tested concentrations had no significant effect on HT22 cell viability or senescence markers. Based on CCK-8 dose–response assays, three concentrations (60, 120, and 240µM) were selected for subsequent studies. Cells were divided into the following groups: (1) Control (DMEM only); (2) Maltolate control; (3) Al(mal)_3_ treatment (60, 120, 240 µM); (4) OE-NC; (5) OE-NC + Al(mal)_3_; (6) OE-FTO; and (7) OE-FTO + Al(mal)_3_. Following 24 h of treatment, cells were harvested for molecular and functional analyses.

### SA-β-gal staining

Identification of cellular senescence using SA-β-gal assay kit (Beyotime Biotechnology, Shanghai, China). The SA-β-gal staining was performed according to the manufacturer’s protocol and adapted from the method described by Dimri and Dimri (2024)^21^.The same number of HT22 exposed to different treatments in vitro were incubated in 6-well plates. Subsequently, the cells were fixed with 4% formaldehyde(Tianjin Damao Chemical Reagent Co., Ltd., Tianjin, China) for 15 min at room temperature. The cells were washed three times with PBS for 3 min and then incubated with freshly prepared SA-β-gal staining solution overnight at 37 °C in a humidified chamber. The next day, the cells in 6-well plates were washed twice in PBS for 10 min at room temperature. Then, were observed and captured using a microscope equipped with a digital camera (Leica DMi1, Leica Microsystems, Wetzlar, Germany). For each well, at least three fields were captured to calculate the SA-β-gal staining intensity.

### MeRIP-Seq and mRNA sequencing

For RNA-seq and MeRIP-seq analyses, HT22 cells were treated with 120 µM aluminum maltolate for the indicated duration prior to RNA extraction.A total of 25 µg of qualified RNA was dissolved in 50 µL of ultrapure water, followed by the addition of 250 µL of fragmentation buffer. The RNA solution was fragmented at 94 °C for 5 min using a thermocycler. The reaction was then terminated with stop buffer and immediately cooled on ice. Subsequently, 150 µL of pre-equilibrated m6A-Dynabeads was added to the fragmented RNA and incubated at room temperature under rotation (tail-over-head, 7 rpm) for 1 h to selectively enrich m6A-modified RNA. After washing to remove nonspecifically bound materials, the m6A-positive RNA was eluted using pre-heated elution buffer and extracted with acid phenol-chloroform, followed by purification with RNase-free chloroform. The purified RNA was precipitated and resuspended in ultrapure water. RIP libraries were then constructed using 100 ng of RNA (including 100 ng input and 100 ng post-IP fractions) with the Illumina TruSeq Stranded mRNA Library Prep Kit (Illumina, San Diego, CA, USA). Paired-end sequencing (2 × 150 bp) was conducted using the Illumina HiSeq 4000 platform (OE Biotech Co., Ltd., Shanghai, China). The sequencing data generated in this study have been deposited in the GEO database under accession number GSE304247 and GSE304248.

### Data processing

Raw sequencing reads were processed using Trimmomatic software (default parameters: sliding window = 4, average base quality cutoff = 15) to remove adapter-containing reads, poly-N reads, and low-quality reads, resulting in clean data. Ribosomal RNA reads were filtered out using SortMeRNA, and the remaining high-quality reads were mapped to the mouse reference genome (GRCm38/mm10) using HISAT2 with default parameters. The quality of the MeRIP-seq data was assessed using the Guitar R package and deeptools.

MeTDiff software was applied for peak calling to identify m6A-enriched peaks using the corresponding input samples as controls. The peak calling parameters were set as FRAGMENT_LENGTH = 200 and PEAK_CUTOFF_PVALUE = 0.01. Raw P values and adjusted P values controlling for the false discovery rate (FDR) were calculated using the Benjamini–Hochberg method implemented in MeTDiff. Differential m6A peaks were identified based on nominal P values (*P* < 0.05), with FDR-adjusted values provided to control for multiple testing. All identified peaks were annotated according to their genomic features using the ChIPseeker package and visualized with the Integrative Genomics Viewer (IGV).

The expression levels of mRNAs were calculated using the fragments per kilobase of transcript per million mapped reads (FPKM) method. Differentially expressed genes (DEGs) were identified using DESeq2 with the criteria of |log2 FC| > 0.58 and *P* value < 0.05. GO (http://www.geneontology.org) and KEGG (https://www.genome.jp/kegg/) enrichment analyses were subsequently conducted to investigate the biological functions and pathways of the DEGs, with pathways showing *p* < 0.05 considered statistically significant. Heatmaps were generated based on RNA-seq expression data of selected differentially expressed genes and visualized after Z-score normalization.

### RNA extraction and qRT-PCR

Total RNA was extracted using TRIzol (CW Biotech, Beijing, China) according to the manufacturer’s protocol. The A260/A280 ratio was between 1.9–2.1. The RNA was reverse-transcribed using a kit (Takara, Tokyo, Japan) and the fluorescence intensity quantified by RT-PCR using TB Green Premix Ex Taq II (Takara, Tokyo, Japan). The reaction system contained SYBR Premix Ex Taq II (20) (5µL), forward primer (0.4 µL), reverse primer (0.4 µL), ROX reference dye (0.2 µL), cDNA (1.0 µL), and ddh_2_O (3.0 µL). The amplification procedure was: pre-denaturation stage, 95 °C, 30 s; amplification, 40 cycles, 95 °C, 5 s; 60 °C, 34 s; melting curve analysis: 95 °C, 15 s; 60 °C, 1 min; 95 °C, 15 s; The primer sequences (Bioss Biotech Beijing, China) were: FTO FW: 5’-GCAGCTGAATACCCTAAACTG-3’, FTO RV: 5’-AGTCTGGTTCAAGTACTTGT-3’. 

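The PGC-1α primers were matched to the mouse transcripts of GENCODE on GRCm38, with the bases U of the forward primer read as T. On the protein-coding transcript Ppargc1a-203, the forward primer matched the sense strand at positions 285 to 309 and the reverse primer matched the antisense strand at positions 137 to 156, counted from 1 at the transcript's 5′ end. The 3′ ends of the pair, as matched, point away from each other. Neither primer had an exact match in a transcript of another gene.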

PGC-1α FW: 5’UUUCUGGGUGGAUUGAAGUGGUGUA-3′, PGC-1α RV: 5’ -ACATGTCCCAAGCCATCCAG-3’. NRF-1 FW: 5’ -GGGAGGTGGATGTAATGTGG-3’, NRF-1 RV: 5’TGGGCCTGGAACTACAACTC-3’. NRF-2 FW: 5’ -AAATTGGGCCACATTACAGGG-3’, NRF-2 RV: 5’-GTTGCATCTCCTGAGAAGCG-3’. TFAM FW: 5’GCGCTCCCCCTTCAGTTTTG-3’, TFAM RV: 5’-GTTTTTGCATCTGGGTTCTGAGC-3’. P16 FW: TTGTGTACCGCTGGGAACG, P16 RV: TTAGCTCTGCTCTTGGGATTGG. 

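The P16 primers each had an exact match in the protein-coding transcripts Cdkn2a-201 and Cdkn2a-202 of GENCODE on GRCm38 and in no transcript of another gene. On Cdkn2a-201 the forward primer lay at positions 487 to 505 on the sense strand and the reverse primer at positions 567 to 588 on the antisense strand. Cdkn2a, the gene of P16, lies on chromosome 4 from 89274471 to 89294653. In the RNA-seq of control cells and cells treated with 120 µM Al, the gene is listed at 0 FPKM in all 6 libraries.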

P21 FW: GGTGGTGGAGACCTGATGA P21 RV: CGAAGAGACAACGGCACACT. GAPDH FW: 5’-GTGGAGTCATACTGGAACATGTAG-3’, GAPDH RV: 5’-AATGGTGAAGGTCGGTGTG-3’. 

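The GAPDH forward primer matched the antisense strand of Gapdh-201 at positions 218 to 241 of the GENCODE transcript, and the reverse primer matched its sense strand at positions 92 to 110, so that the labels of the pair are exchanged and its 3′ ends face each other. The forward primer also had an exact match in transcripts of 100 pseudogenes and the reverse primer in those of 8 pseudogenes. In the RNA-seq of control cells and cells treated with 120 µM Al, the FPKM of Gapdh was 11.5 ± 3.22 and 68.3 ± 4.32 (SD, n = 3 each), values that are uncertain because of these copies.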

The 2^−ΔΔCt^ method was used to determine gene expression.

### Determination of ATP content in mouse hippocampal neurons

Detection of cellular ATP using ATP Content Assay Kit (Nanjing Institute of Bioengineering, Jiangshu, China). Cells were collected and resuspended in 300–500 µL of cold double-distilled water, followed by homogenization on ice. A portion of the lysate was taken for protein concentration determination, while the remaining sample was heated in a boiling water bath for 10 min and then mixed thoroughly for 1 min before use. For ATP quantification, blank, standard, sample, and control tubes were prepared. Appropriate volumes of standard solution or sample were added sequentially with substrate solutions I and II and an activator. After thorough mixing, the mixtures were incubated at 37 °C for 30 min. A precipitating reagent was then added, followed by centrifugation at 4000 rpm for 5 min. The supernatant (300 µL) was collected and reacted with a chromogenic reagent for 2 min at room temperature. Subsequently, a stop solution was added, and absorbance was measured at 636 nm. ATP content was calculated using the following formula: ATP (µmol/g protein) = (A_sample_ – A_control_) / (A_standard_ – A_blank_) × C_standard_ × N / Cpr, where C_standard_ is the concentration of the standard (1 × 10^3^ µmol/L), N is the dilution factor, and Cpr is the protein concentration in the sample (g protein/L).

### Determination of mtDNA content in mouse hippocampal neurons

To assess the relative mitochondrial DNA (mtDNA) content (Nanjing Institute of Bioengineering, Jiangshu, China) in HT22, real-time quantitative PCR (RT-qPCR) was performed. This method evaluates mtDNA abundance by comparing the expression levels of the mitochondrial-encoded gene Cyclooxygenase-2 (COX2) with the nuclear-encoded reference gene β-2 microglobulin (B2M). COX2 serves as a mitochondrial marker, while B2M, a stably expressed nuclear gene, is used for normalization. The primer sequences (Bioss Biotech Beijing, China) were as follows: COX_2_ FW: 5′-GCGCACTAATACAAGCACAA-3′, COX_2_ RV: 5′-CAATGGGCAATAGGCATGG-3′, B_2_M FW: 5′-GAACATGTGACTTTGTCACAGCAG-3′, B_2_M RV: 5′-GTATGTGTACCTTCACAGTGGG-3′. PCR reaction conditions were optimized based on previous studies, ensuring primer specificity and stable amplification efficiency. The relative mtDNA content was calculated using ΔCt, where ΔCt = Ct(COX2)- Ct(B2M). The relative abundance of mtDNA was then expressed as 2^–ΔΔCt^, representing the ratio of mitochondrial to nuclear DNA.

### Western blotting

Cells were lysed in RIPA buffer and the total protein quantified with a BCA kit (CW Biotech Beijing, China). Proteins were electrophoresed in SDS and blotted onto a PVDF membrane (EMD Millipore, Bedford, MA, USA). After blocking (5% fat-free milk, room temperature, 2 h), membranes were incubated with primary antibodies (anti-FTO、anti- PGC-1α、anti-NRF-1、anti-NRF-2、anti-TFAM (1:1000, Boster Biological Technology, Wuhan, China) and GAPDH (1:3000, CW Biotech Beijing, China) overnight at 4 °C. Blots were washed (3×TBST) and incubated (2 h, 37 °C) with secondary antibodies (1:3000, CW Biotech). After further washing, an enhanced chemiluminescence chromogenic assay (CW Biotech) was applied to detect the protein content. Band densities were measured using a Chemiluminescence Imaging System (Shanghai Qinxian Scientific Instrument Co., Ltd., China) and analyzed with ImageJ software. Protein expression levels were normalized to GAPDH as the loading control, and GAPDH expression was verified to remain stable under aluminum exposure conditions. Expression was normalized using GADPH. Western blotting procedures followed previously established protocols^22,23^. After electrophoretic transfer, the PVDF membranes were sectioned into several pieces to allow parallel probing of different target proteins. Each membrane section was incubated with the corresponding primary and secondary antibodies. As a result of this procedure, full-length, pre-cut membranes were not retained for some blots. All available original blot images with visible membrane edges, including replicates, have been provided in the Supplementary Information.

### Statistical analysis

All statistical analyses were conducted using GraphPad Prism 10.0 (for graphical representation and basic tests) and SPSS 19.0 (for advanced modeling), with quantitative data expressed as the mean ± SD. Standard deviation (SD) was chosen to describe the dispersion and biological variability of the data among individual samples, which provides a more transparent representation of the experimental measurements than the standard error of the mean (SEM). For two-group comparisons, Student’s t-test was applied after verifying normality (Shapiro-Wilk) and equal variance (Levene’s test). Multi-group analyses employed one-way ANOVA, followed by LSD post-hoc tests for homogeneous variances or Dunnett’s tests for heterogeneous variances (with Brown-Forsythe correction when needed). All statistical inferences adopted a two-tailed threshold of *P* < 0.05.

## Results

### Al exposure alters the m6A methylation profiles in mouse hippocampal neurons

To investigate m6A methylation dynamics following Al exposure, we conducted MeRIP-seq on HT22 cells, which exhibited a globally elevated methylation level upon Al treatment. The analysis identified methylation sites, abundance, and genomic distribution across triplicate biological replicates (12 libraries: 6 input + 6 MeRIP). High-quality data (12.82–15.73 Gb/sample; Q30: 93.67–94.57%; GC: 55.73%) with 75.44–92.04% genome alignment rates (Supplementary Table S1) revealed CDS- enriched m6A peaks (Fig. 1a), suggesting Al-mediated transcriptional/ translational regulation. Motif analysis confirmed the canonical RGAAR (R = A/G) sequence (Fig. 1d), validating peak reliability. Comparative analysis identified 18,551 differential methylated peaks (DMPs) in control samples versus 19,959 DMPs in Al- treated HT22 cells (Supplementary Table S2), demonstrating a global increase in methylation levels following Al exposure. Of these, 8,936 peaks showed significant Al- induced alterations, comprising 7,068 upregulated and 1,868 downregulated sites (*P* < 0.05, fold change > 1.5). Functional annotation (GO/KEGG) highlighted enrichment in DNA-templated transcription, nucleoplasm, and cytosol (GO), alongside pathways like exocytosis, cellular senescence, and neurodegenerative diseases (KEGG) (Fig. 1e, f).

### Differentially expressed genes affected by Al in mouse hippocampal neurons and their functional identification

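HT22 cells, a mouse hippocampal neuronal line, were collected after 24 h with 120 µM aluminum maltolate (Al group) or without it (control group), with 3 biological replicates in each group. The methods list a control in DMEM only and a maltol control, and the paper's text does not state which of them was sequenced. The labels of the deposited samples give a range of 0 to 240 µM for the same experiment. The RNA-seq libraries were the input libraries of the MeRIP-seq, made from fragmented RNA that was not enriched for m6A. The authors trimmed the reads with Trimmomatic, removed ribosomal RNA reads with SortMeRNA, aligned the rest to GRCm38/mm10 with HISAT2, and deposited 1 FPKM value per library for each of 21878 gene symbols, with no scaling between libraries. The paper's text does not name the program or the gene annotation that gave these values. Each gene's low FPKM values are whole multiples of a step, and the whole numbers of reads behind them were recovered for all 17688 genes above 0 in any library. For 1948 of the 1999 genes of Supplementary Table S3 that were compared, the mean of these reads, scaled between libraries, lay within 1% of the paper's base mean. The FPKM values used 37768842, 43091824 and 44220124 reads counted on genes in control replicates 1, 2 and 3, and 26487603, 21707504 and 20973691 in Al replicates 1, 2 and 3. The paper's Supplementary Table S1 gives other depths, from 73124237 to 83043938 mapped reads per control library and from 70524261 to 81347386 per Al library. These may differ in unit, since the paper's text does not state whether a read pair was counted once. Single reads were listed above 0, so a gene listed at 0 had 0 counted reads in that library. Such a value still allows an expected count of up to 3 reads, a limit that covers counting error only. The 50 most abundant genes took 18.0% ± 0.848 of the summed FPKM in the control group and 31.4% ± 1.31 in the Al group (SD, n = 3 each). Each library was therefore divided by a median-of-ratios size factor, between 0.802 and 1.21, from the genes above 0 in all 6 libraries with a mean FPKM of at least 1. The Al group was compared with the control group by limma's moderated test (eBayes with trend) on log2 values with a pseudocount of 0.1, over the 12889 genes with a mean FPKM of at least 0.1. Values of genes with near-identical copies are uncertain, since the counting could have split their reads, and the same holds for overlapping and antisense genes.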

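At the study's thresholds, an unadjusted P under 0.05 and an absolute log2 fold change over 0.58, 3375 of the 12889 genes were higher in the Al group and 3143 were lower. With the Benjamini-Hochberg adjusted P from limma under 0.05 and the same fold change, 3291 genes were higher and 3053 were lower. In the FPKM as deposited, the 3 Al values lay wholly above or wholly below the 3 control values for 9052 genes. This is 70.2% of those tested, where chance gives 10%. The deposited values also hold a shift of all genes between the groups, which can raise this share. The scaling of the libraries moved the split between higher and lower genes. With FPKM as deposited, which shifted the median log2 fold change of all tested genes by -0.46, 1805 genes were higher and 5417 were lower, so that 25.0% of the DEGs were higher in place of 51.8%. With each library scaled to the same sum (TPM), 1201 genes were higher and 6848 were lower.

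**Figure D1:**
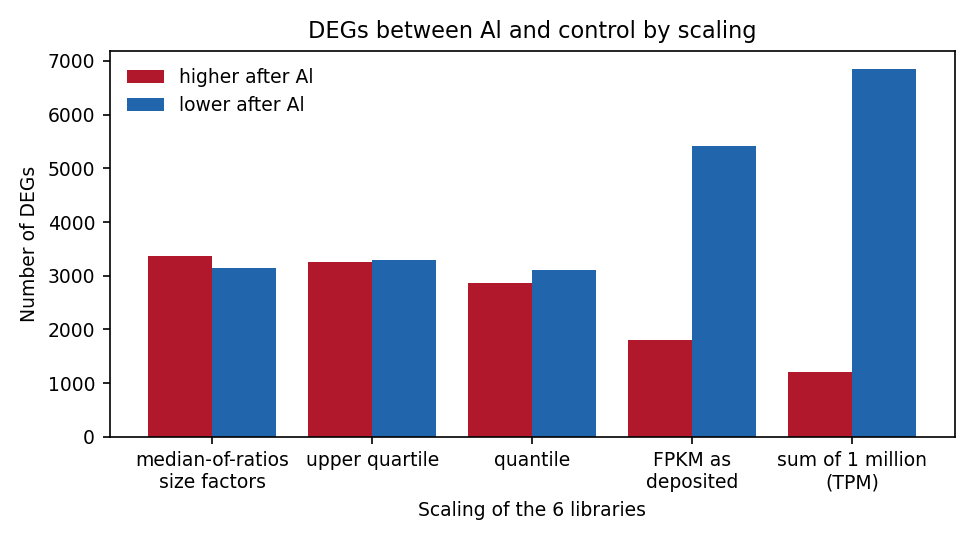
Number of DEGs (vertical axis) higher (red) and lower (blue) in the Al group than in the control group under each scaling of the 6 libraries (horizontal axis), by limma on log2 values at the study's thresholds. The bars of median-of-ratios size factors stand at 3375 and 3143 genes, and those of FPKM as deposited at 1805 and 5417 genes.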

As shown in Fig. 2a, to elucidate the molecular mechanisms underlying Al- induced neurotoxicity, we conducted RNA sequencing in HT22 cells, identifying 6,369 differentially expressed genes (DEGs) (*P* ≤ 0.05, fold change ≥ 1.5) comprising 3,037 upregulated and 3,332 downregulated transcripts (Fig. 2b, Supplementary Table S3). GO analysis (Fig. 2c) revealed these DEGs were significantly enriched in transcription regulation and RNA processing (biological processes), nuclear/cytoplasmic compartments and ribosomal structures (cellular components), and protein/RNA binding activities (molecular functions). 

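The annotation terms behind Fig. 2c were not used here, and short gene lists stand for some of them. Each list was tested with camera, a limma test that compares a list with all other genes at an inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over 13 lists. The 83 cytosolic ribosomal protein genes had a median log2 fold change of 1.63 (adjusted P = 3.43e-20), with 81 of them called higher and 0 called lower. With FPKM as deposited their median was 1.15 and 77 were called higher. With quantile normalization it was 0.40 and 25 were called higher (camera, adjusted P = 7.71e-09). The 84 such genes of the table, tested or not, took 14.7% ± 1.06 of the summed FPKM in the control group and 27.4% ± 1.05 in the Al group (SD, n = 3 each). Many of them have near-identical pseudogenes, so their single values are uncertain. The 66 replication-dependent histone genes, which stand for the nucleosome, had a median of -1.19 (adjusted P = 1.97e-09) and 53 of them were called lower. The 76 mitochondrial ribosomal protein genes had a median of 0.38 (adjusted P = 0.0189), which was -0.10 with FPKM as deposited. Their camera test lost significance without control replicate 1 (adjusted P = 0.0689), without Al replicate 1 (0.0856) and without Al replicate 2 (0.0622). With the correlation estimated from the 6 libraries, camera left 0 of the 13 lists with an adjusted P under 0.05. The rotation test fry kept the cytosolic ribosomal protein genes (adjusted P = 0.00146) and the histone genes (adjusted P = 0.0177) and left the mitochondrial ribosomal protein genes at 0.0524.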

Pathway analysis (Fig. 2d) further implicated these transcriptional alterations in critical processes including cellular senescence, Hippo/FoxO signaling pathways, and neurodegenerative disease pathways, providing systematic insights into how Al exposure disrupts neuronal gene networks at multiple regulatory levels.

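Short lists of core members, tested with camera in the same way, also stood for several pathways of Fig. 2d. The 43 genes of the cellular senescence list had a median log2 fold change of 0.29 (adjusted P = 0.231), with 17 genes called higher and 10 called lower. The Hippo list of 30 genes had 11 genes called higher and 9 called lower, with a median of 0.12 (adjusted P = 0.940) that was 0.05 without control replicate 3. The FoxO list of 33 genes had 11 genes called higher and 7 called lower, with a median of 0.16 (adjusted P = 0.463) that was 0.07 without Al replicate 2. With FPKM as deposited, the medians of these lists were -0.19, -0.36 and -0.32, above the median of all tested genes of -0.43. The test fry, which asks whether a list's own genes moved, gave an adjusted P of 0.00146 for the senescence list, 0.0583 for the Hippo list and 0.00146 for the FoxO list. The cell cycle list of 41 S and G2/M genes had a median of 0.45 (camera, adjusted P = 0.00223), which was -0.03 with FPKM as deposited, and fry gave an adjusted P of 0.000152. With camera its call was lost with FPKM as deposited (adjusted P = 0.108), with TPM (0.489), with quantile normalization (0.156) and with the inter-gene correlation estimated (0.602). The median of the 22 p53 targets was 0.15 (camera, adjusted P = 0.481), and 0.39 without control replicate 3. The KEGG maps of neurodegenerative diseases were not used here. The 78 nuclear-encoded genes of oxidative phosphorylation had a median of 0.67 (camera, adjusted P = 6.55e-05), with 44 called higher and 4 called lower, but fry gave an adjusted P of 0.0524. With FPKM as deposited their median was 0.18, with 17 called higher and 6 called lower. With TPM 6 were called higher and 17 lower, and with quantile normalization 9 were called higher and 6 lower. The 36 proteasome subunit genes had a median of 0.40 (camera, adjusted P = 0.0578), which was -0.09 with FPKM as deposited. From the pathways of its DEGs, the paper states that Al exposure disrupts neuronal gene networks at several regulatory levels.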

### Integrated analysis of m6A-Seq and RNA-Seq data of Al-induced neurotoxic effects

To systematically explore the impact of m6A modification on transcript levels, genes were categorized into four types based on combined changes in methylation and mRNA expression: hypermethylated-upregulated, hypermethylated-downregulated, hypomethylated-upregulated, and hypomethylated-downregulated. The respective numbers of genes in each category were 1,516, 1,419, 124, and 834. 

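Ppargc1a, the gene of PGC-1α, lies on chromosome 5 of GRCm38 from 51454250 to 51567726. Its FPKM as deposited was 7.14 ± 0.797 in the control group and 3.80 ± 0.679 in the Al group (SD, n = 3 each), from 3380 to 3628 reads per control library and from 892 to 1149 reads per Al library. After division by the size factors it was 6.01 ± 0.663 and 4.45 ± 0.403. The log2 fold change was -0.42 (standard error 0.14, adjusted P = 0.0243 from limma with Benjamini-Hochberg adjustment), which is short of the study's fold change threshold of 0.58. Every Al library had a lower value than every control library (exact permutation test, two-sided P = 0.1, the smallest that 3 against 3 libraries allow). The log2 fold change was -0.90 with FPKM as deposited and -1.21 with TPM, both past the threshold, and -0.16 with quantile normalization. With each library left out in turn it stayed between -0.50 and -0.35. The unadjusted P from limma was 0.0632 without control replicate 1 and 0.222 with quantile normalization, and under 0.05 in each of the other alternative fits. The m6A peaks of Ppargc1a were not analysed here.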

Pathway enrichment of these co-regulated genes highlighted cellular senescence and neurodegeneration-related signaling, with PGC-1α identified as a hypermethylated and downregulated key target. After multiple-testing correction using the Benjamini–Hochberg method (FDR < 0.05), numerous differential m6A peaks remained significant. Importantly, the m6A peaks associated with PPARGC1A (PGC-1α) also remained highly significant after FDR correction. This type contains 1516, 1419, 124 and 834 genes, respectively (Fig. 3a, Supplementary Table S4). Joint analysis identified common changing genes for KEGG pathway analysis. According to Fig. 3b, m6A modification was enriched in cellular senescence pathway. RNA-seq–based transcriptome analysis demonstrated altered expression patterns of senescence-associated genes (Cdkn2aip, Cdkn1a, and Hmga1) and synaptic function–related genes (Camk2a, Dlgap4, and Synapsins) following aluminum exposure. 

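The senescence-associated genes Cdkn2aip, Cdkn1a and Hmga1 and the synaptic genes Camk2a, Dlgap4 and the synapsins were examined in the same 6 libraries. On GRCm38, Cdkn2aip lies on chromosome 8 from 47709344 to 47713932, Cdkn1a on chromosome 17 from 29090976 to 29100727 and Hmga1 on the same chromosome from 27556497 to 27563674. Camk2a lies on chromosome 18 from 60925618 to 60988152, Dlgap4 on chromosome 2 from 156613705 to 156764363, Syn1 on chromosome X from 20860511 to 20921004 and Syn3 on chromosome 10 from 86055125 to 86498896. The FPKM of Cdkn2aip was 6.40 ± 0.786 in the control group and 12.5 ± 1.03 in the Al group (SD, n = 3 each), a log2 fold change of 1.44 after scaling (standard error 0.14, adjusted P = 4.58e-05 from limma). Cdkn1a had 122 ± 25.7 FPKM in the control group and 263 ± 44.2 in the Al group, and its log2 fold change was 1.61 (standard error 0.21, adjusted P = 0.000238 from limma). For Hmga1 the log2 fold change was 1.03 (standard error 0.24, adjusted P = 0.00484 from limma), which came to 0.55 with FPKM as deposited, 0.25 with TPM and 0.51 with quantile normalization, under the threshold of 0.58. Camk2a was scarce, at 0.756 ± 0.185 FPKM in the control group and 0.144 ± 0.0961 in the Al group, with 5 to 34 reads per Al library. Its log2 fold change was -1.51 (standard error 0.41, adjusted P = 0.0109 from limma), and a pseudocount of 1 brought it to -0.48. Dlgap4 fell by 0.59 on the log2 scale (standard error 0.13, adjusted P = 0.00495 from limma), and it was short of the threshold with quantile normalization (-0.26), with a pseudocount of 1 (-0.46) and without Al replicate 2 (-0.53). Syn1 fell by 1.08 (standard error 0.16, adjusted P = 0.000559 from limma). Syn3, with 27 to 41 reads per Al library, had a log2 fold change of -0.57 (standard error 0.34, adjusted P = 0.175 from limma) and was not called; it was -0.85 and called at the unadjusted P with FPKM as deposited. Syn2 had at most 24 reads in a library and lay below the mean FPKM needed for the test. For each of these genes other than Syn2, the 3 Al values lay wholly on one side of the 3 control values (exact permutation test, P = 0.1, the smallest that 3 against 3 allow).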

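The 10 genes of the heatmap include 3 further synaptic genes, Nrn1, Dbn1 and Dbnl. Nrn1 had 45.9 ± 6.28 FPKM in the control group and 13.5 ± 4.80 in the Al group (SD, n = 3 each), and its log2 fold change was -1.33 (adjusted P = 0.000492 from limma). Dbn1 and Dbnl had log2 fold changes of -1.98 and -1.05. Of the 10 genes, 9 passed the study's thresholds, the 3 senescence-associated genes as higher and 6 synaptic genes as lower, and these 9 also had an adjusted P from limma under 0.05 when adjusted over the list alone. The study chose the list on these samples, so this count is not independent evidence. Across the alternative settings, between 7 and 10 of the genes passed, with the fewest at a pseudocount of 1. With a mean FPKM of at least 1 required, Camk2a and Syn3 were not tested.

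**Figure D2:**
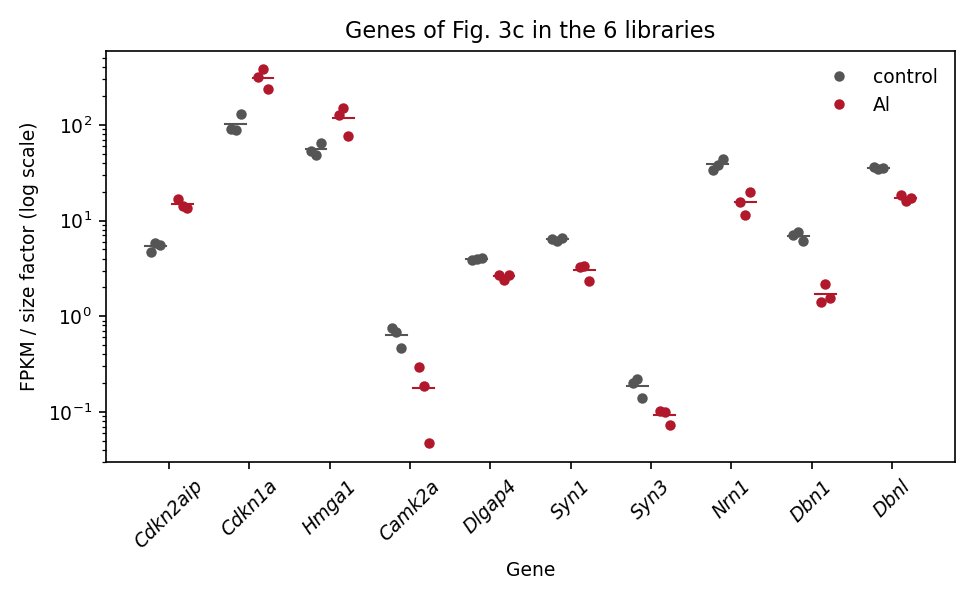
FPKM divided by the library's size factor (vertical axis, log scale) of the 10 genes of Fig. 3c (horizontal axis) in the 3 control libraries (grey) and the 3 Al libraries (red); each point is a library and each line a group mean. The points of the groups do not overlap for any of the 10 genes, and Camk2a has the widest spread among the Al libraries.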

Heatmap visualization revealed a coordinated downregulation of synaptic genes accompanied by upregulation of senescence-related genes (Fig. 3c).Notably, PGC-1α exhibited hypermethylation with concomitant RNA downregulation (Fig. 3a), suggesting that m6A modification may suppress this mitochondrial biogenesis regulator, suggesting that m6A modification may suppress this mitochondrial biogenesis regulator, and may be associated with alterations in mitochondrial homeostasis, thereby potentially linking cellular senescence and synaptic changes through an m6A–PGC-1α–mitochondria axis.

### Effect of Al on senescence in mouse hippocampal neurons

Subsequently, we validated the results obtained from the inter-omics joint analysis. The experimental results showed that the β-glycosidase staining of the hippocampal neurons was positive, displaying characteristic blue-green staining around the nucleus (Fig. 4a). As shown in Fig. 4b, compared with the control group, the proportion of SA-β-gal-positive cells in Al groups exhibited a dose- dependent increase, demonstrating progressive neuronal senescence induction. Correspondingly, quantitative analysis revealed significant upregulation of senescence- associated genes in Al- treated neurons (Fig. 4c–e). The mRNA expression levels of P16 (F = 381.227, *P* < 0.05), P21 (F = 133.266, *P* < 0.05), and HMGA1 (F = 212.879, *P* < 0.05) all showed dose-responsive elevation. Specifically, compared to the control baseline (1.00 ± 0.00):P16 expression increased to 1.24 ± 0.02 (60 µmol/L Al), 1.37 ± 0.01 (120 µmol/L Al), and 1.61 ± 0.01 (240 µmol/L Al); P21 levels rose to 1.14 ± 0.01, 1.41 ± 0.08, and 1.94 ± 0.05; HMGA1 expression reached 1.25 ± 0.03, 1.37 ± 0.02, and 1.48 ± 0.02 (all *P* < 0.05), confirming molecular-level senescence activation.

### Effects of Al on FTO and mitochondrial biogenesis in mouse hippocampal neurons

As systematically demonstrated in Fig. 5a, b, FTO protein expression exhibited significant dose-dependent reductions following Al exposure (120µmol/L: 0.82 ± 0.04, 240µmol/L: 0.73 ± 0.14 vs. control 1.00 ± 0.00; F = 5.926, *P* < 0.05). These results establish that Al: (1) Concentration-dependently suppresses FTO demethylase (≥ 18% reduction at neurotoxicologically relevant doses); (2) Compromises m6A erasure capacity; and (3) Drives pathological RNA methylation accumulation, collectively disrupting the FTO- mediated epitranscriptomic axis in neuronal dysfunction.

Al exposure was associated with dose-dependent alterations in mitochondrial biogenesis-related markers in HT22 cells, characterized by reduced mitochondrial biogenesis markers: (1) PGC-1α protein levels (Fig. 5a, c) exhibited progressive Al-dose suppression (F = 24.109, *P* < 0.05), decreasing to 0.86 ± 0.05 (60µmol/L), 0.71 ± 0.05 (120µmol/L), and 0.63 ± 0.06 (240µmol/L) relative to control (1.00 ± 0.00, all *P* < 0.05); (2) Mitochondrial transcription factors (Fig. 5a, d–f) followed analogous patterns- NRF-1 (F = 20.923) declined to 0.80 ± 0.09, 0.59 ± 0.14, and 0.44 ± 0.08; NRF-2 (F = 25.223) reduced to 0.90 ± 0.05, 0.78 ± 0.02, and 0.63 ± 0.08; TFAM (F = 7.767) decreased to 0.99 ± 0.17, 0.57 ± 0.19, and 0.34 ± 0.20 (all *P* < 0.05 vs. control). These coordinated changes suggest that Al may impair mitochondrial biogenesis by downregulating master regulators (PGC-1α) and their downstream transcriptional network (NRF-1/2, TFAM) by simultaneously downregulating master regulators (PGC-1α) and their downstream transcriptional network (NRF-1/2, TFAM).

Consistent with these molecular alterations, mtDNA content and ATP levels (Fig. 5g, h) were reduced in a dose-dependent manner, where mtDNA content (F = 262.070) dropped dose-dependently to 0.67 ± 0.04 (60µmol/L), 0.57 ± 0.01 (120µmol/L), and 0.36 ± 0.01 (240µmol/L) (all *P* < 0.05 vs. control 1.00 ± 0.00), while ATP levels (F = 30.742) showed severe depletion to 52% (60µmol/L: ~423.78µmol/g prot), 46% (120µmol/L: ~374.89µmol/g prot), and 22% (240µmol/L: ~179.29µmol/g prot) of control baseline (814.97 ± 96.18 µmol/g prot, all *P* < 0.05). These data suggest a potential link between Al-induced FTO suppression and alterations in PGC-1α signaling, mitochondrial biogenesis–related pathways, and cellular energetics.

### The impact of FTO overexpression on Al- induced senescence in mouse hippocampal neurons

As shown in Fig. 6a, HT22 cells were transfected with a lentivirus overexpressing the FTO gene to investigate whether FTO could counteract Al- induced senescence in HT22 cells. Figure 6b, c demonstrated that, compared to the Al- treated group, the FTO-overexpressing(OE) + Al group exhibited a significant decrease in senescence- positive cells. Further analysis (Fig. 6d–f) revealed marked alterations in mRNA expression levels of senescence-related markers: P16 (*F* = 924.647, *P* < 0.05), P21 (*F* = 181.007, *P* < 0.05), and HMGA1 (*F* = 158.035, *P* < 0.055). Relative to the control group (1.00 ± 0.00), Al exposure upregulated P16 (1.78 ± 0.02, *P* < 0.05), P21 (1.70 ± 0.07, *P* < 0.05), and HMGA1 (1.26 ± 0.02, *P* < 0.05). Co-treatment with FTO and 120 µmol/L Al reversed these effects, reducing mRNA levels to 1.01 ± 0.02 (*P* < 0.05), 0.47 ± 0.03 (*P* < 0.05), and 0.50 ± 0.03 (*P* < 0.05) for P16, P21, and HMGA1, respectively, demonstrating FTO’s protective effect against Al-induced senescence.

### The impact of FTO overexpression on Al- induced damage of mitochondrial biogenesis in mouse hippocampal neurons

FTO-mediated regulation of mitochondrial biogenesis was further examined by integrating epitranscriptomic, transcriptional, and functional analyses (Fig. 7). (1) MeRIP-seq analysis revealed significant alterations in the m6A methylation level of PGC-1α mRNA. Compared with the control group, FTO overexpression markedly reduced m6A methylation of PGC-1α mRNA (0.40 ± 0.03, *P* < 0.05), whereas Al exposure significantly increased its m6A methylation level (2.00 ± 0.06, *P* < 0.05). In the FTO-OE + Al group, the m6A level was partially restored to an intermediate level (1.27 ± 0.03, *P* < 0.05) (Fig. 7a). Consistent with this inverse epitranscriptomic pattern, PGC-1α mRNA expression exhibited opposite changes among the treatment groups (Fig. 7b; F = 645.419, *P* < 0.05). Relative to the control group (1.00 ± 0.00), FTO-OE significantly increased PGC-1α mRNA levels (1.74 ± 0.05), whereas Al exposure markedly suppressed its expression (0.64 ± 0.02). In the FTO-OE + Al group, PGC-1α mRNA expression was partially restored (0.71 ± 0.02). (2) Protein expression of mitochondrial biogenesis regulators.Significant intergroup differences were observed in FTO protein expression (Fig. 7c, d; F = 53.619, *P* < 0.05). FTO-OE increased protein levels to 1.24 ± 0.10 compared with the control (1.00 ± 0.00, *P* < 0.05), whereas Al exposure reduced FTO expression to 0.47 ± 0.07 (*P* < 0.05). In the FTO-OE + 120 µmol/L Al group, FTO levels were partially restored to 0.88 ± 0.06 (*P* < 0.05).Consistent with the transcriptional changes, PGC-1α protein expression (Fig. 7c, e; F = 2112.044, *P* < 0.05) was significantly upregulated by FTO-OE (1.53 ± 0.01) but suppressed by Al treatment (0.59 ± 0.01). In the FTO-OE + Al group, the protein level was partially rescued (0.93 ± 0.02). Similarly, downstream mitochondrial biogenesis regulators, including NRF-1 (F = 173.141), NRF-2 (F = 67.323), and TFAM (F = 58.271), exhibited comparable trends, with FTO overexpression reversing the Al-induced suppression (all *P* < 0.05).

(3) Functional validation of mitochondrial biogenesis (Fig. 7i–j).Functional assays further supported these molecular findings. FTO-OE significantly increased mtDNA content (1.28 ± 0.05 vs. control 1.00 ± 0.00, *P* < 0.05) and ATP production (+ 19% relative to the control baseline of 824.10 ± 49.91 µmol/g prot). Moreover, in the FTO-OE + Al group, FTO overexpression mitigated the Al-induced reductions in mitochondrial function, as reflected by increased mtDNA content (0.77 ± 0.04 vs. Al 0.59 ± 0.06) and ATP levels (+ 49% vs. Al 341.38 ± 79.62 µmol/g prot) (both *P* < 0.05).

Collectively, these results indicate that FTO plays an important regulatory role in neuronal metabolism, potentially through modulation of the m6A–PGC-1α axis, thereby alleviating Al-induced impairment of mitochondrial biogenesis–related pathways.

## Discussion

In the present study, we showed that Al exposure is associated with neuronal senescence involving a potential epitranscriptomic mechanism related to the FTO–m6A–PGC-1α axis. Our findings suggest that downregulation of the m6A demethylase FTO is associated with impaired mitochondrial biogenesis, providing a potential epitranscriptomic perspective on aluminum-related neurotoxicity^24^. While Al neurotoxicity has been traditionally linked to oxidative stress and DNA damage^25–27^, our results suggest that the dysregulation of m6A modification represents a more sustained regulatory shift. This mechanism may partly explain why pathological changes such as amyloid-β deposition remain difficult to reverse even after antioxidant intervention^28^. Furthermore, while pro-inflammatory responses are known to be partially alleviated by therapeutics^29^, the persistence of neuronal damage after the cessation of Al exposure^30^ may be associated with alterations in the FTO/PGC-1α signaling axis observed in our in vitro model.

In this context, N6-methyladenosine (m6A), a dynamic and reversible epitranscriptomic modification, has emerged as a key regulator of neural development, synaptic plasticity, stress adaptation, and aging^31^. Dysregulation of m6A modification has been reported to affect mRNA stability, translation efficiency, and cellular stress responses, thereby reshaping neuronal functional states^32,33^. Importantly, m6A-mediated post-transcriptional regulation represents a potential mechanism contributing to the long-lasting and progressive nature of Al-induced neurotoxicity. However, whether Al exposure disrupts the m6A regulatory machinery—particularly through m6A demethylases such as FTO—and thereby impairs mitochondrial homeostasis remains largely unexplored. This knowledge gap provided the rationale for the present study.

In the present study, MeRIP-seq revealed significant enrichment of m6A modifications within the coding sequence (CDS) of mRNAs in hippocampal neurons following Al exposure.This distribution pattern is consistent with previous reports suggesting that m6A may regulate translation efficiency and transcript stability^24,25^. However, due to the limited resolution of MeRIP-seq and the lack of site-specific validation, it remains unclear whether these modifications directly affect mRNA stability or decay. In addition, potential m6A sites in the 3′UTR, which are often associated with mRNA degradation, could not be reliably resolved. Therefore, our findings support an association between m6A modification and transcript regulation rather than a direct functional link. Motif analysis further confirmed that m6A sites were enriched at the conserved RGAAR sequence, indicating stress-dependent regulatory specificity^26,27^. We identified a total of 8,936 differentially DMPs, with over 75% being upregulated, suggesting that Al, as an environmental toxin, can systemically perturb the m6A methylation landscape. Functional enrichment analysis revealed that these differentially methylated genes are significantly involved in pathways such as “transcriptional regulation,” “cell cycle,” “cellular senescence,” and “neurodegenerative diseases,” indicating that m6A may act as a regulatory factor to reprogram cell fate under stress conditions^28,29^.

Integration with RNA-seq data revealed substantial transcriptional alterations following Al exposure, with 3,037 upregulated and 3,332 downregulated genes (DEGs). These DEGs were enriched in pathways related to mRNA processing, ribosome function, FoxO, Hippo signaling, and cellular senescence^30,31^, indicating widespread remodeling of transcriptional networks related to cellular homeostasis and lifespan regulation, potentially contributing to mitochondrial impairment and activation of senescence.

Cellular senescence is a critical early event in neurodegeneration, triggered by multiple stressors such as oxidative stress and energy imbalance. It is characterized by increased SA-β-Gal activity, elevated p16 and p21 expression, and the development of the senescence- associated secretory phenotype (SASP)^32–34^. Studies have confirmed that both neurons and glial cells can undergo senescence, exhibiting typical senescent phenotypes in the brains of AD and PD patients^35–38^. In our study, Al led to a dose-dependent increase in SA-β-Gal-positive hippocampal neurons, as well as upregulation of p16, p21, and HMGA1 expression, indicating that Al activates neuronal senescence. Further analyses suggest that mitochondrial impairment—particularly reduced mitochondrial biogenesis—may act as a key mediator of Al-induced neuronal senescence. Mitochondrial biogenesis impairment is associated with reduced ATP production and oxidative stress, thereby potentially accelerating senescence^39,40^. Through integrative analysis of MeRIP-seq and RNA-seq data, we identified 2,723 co-regulated genes that showed both altered m6A methylation and differential expression. Among them, PGC-1α exhibited a high-methylation and low-expression pattern, suggesting a potential association between m6A modification and transcript regulation^23,41^. In addition, we observed that PGC-1α mRNA levels were reduced in parallel with protein expression (Fig. 7b), suggesting coordinated regulation at the transcriptional and/or post-transcriptional level. However, we did not assess mRNA stability or translation efficiency, and therefore cannot determine the precise regulatory mechanism. In addition, no quantitative correlation analysis between m6A enrichment and transcript abundance was performed. Moreover, decreased expression of synaptic proteins such as CaMK2, PSD-95, and Synapsin further indicated disruption of synaptic homeostasis by Al.

Importantly, we uncovered a central role for the FTO–PGC-1α–mitochondrial axis in Al- induced neuronal senescence. FTO, an m6A demethylase, plays a key role in neuronal energy metabolism and stress responses, and its downregulation has been reported in various neural injury models^42,43^. PGC-1α is a master transcriptional regulator of mitochondrial biogenesis; its dysfunction directly compromises cellular energy production and antioxidant capacity^44^. In our study, Al exposure dose-dependently reduced FTO expression, which led to increased m6A methylation on PGC-1α mRNA and reduced PGC-1α protein levels. Although the downstream consequences of FTO suppression were characterized, the upstream mechanisms by which aluminum exposure reduces FTO expression remain unclear. In the present study, we primarily assessed FTO at the protein level, and parallel measurement of FTO mRNA was not systematically performed. Therefore, it cannot be determined whether the observed downregulation is driven by transcriptional repression or post-transcriptional mechanisms, such as altered mRNA stability or protein degradation, which has been reported to regulate FTO protein abundance in certain cellular contexts^45,46^.

Because aluminum exposure induces oxidative and mitochondrial stress responses, these signals may contribute to reduced FTO expression, consistent with previous reports showing downregulation of FTO under oxidative stress conditions in neuronal and ischemic injury models^47,48^. Consistently, reduced FTO expression was associated with decreased levels of downstream mitochondrial regulators (NRF-1, NRF-2, TFAM), lower mtDNA copy number, and reduced ATP levels. Decreased ATP production and mtDNA copy number were observed following aluminum exposure, reflecting impaired mitochondrial biogenesis rather than direct mitochondrial function. Thus, our results primarily indicate impaired mitochondrial biogenesis rather than direct mitochondrial dysfunction. Future studies using OCR and mitochondrial membrane potential assays are needed to comprehensively assess mitochondrial function. Collectively, our results indicate that disruption of the FTO–m6A–PGC-1α axis is associated with mitochondrial biogenesis impairment and neuronal senescence induced by aluminum exposure. We further validated the reversibility of this pathway through FTO overexpression experiments. Upregulation of FTO reduced m6A methylation on PGC-1α mRNA, alleviating m6A-associated repression^49^. This was associated with increased PGC-1α protein levels, a critical transcriptional coactivator for mitochondrial biogenesis^22^. Reactivated PGC-1α promoted transcription of mitochondrial genes, partially restored mtDNA replication and ATP production, and improved redox balance^22^. FTO overexpression restored mitochondrial integrity and energy homeostasis, counteracting stress-induced activation of p16^INK4a, p21^CIP1, and HMGA1-mediated SAHF formation. SA-β-Gal activity decreased, confirming neuronal functional rescue^21^. These findings support that FTO-mediated m6A demethylation provides a regulatory mechanism linking RNA methylation dynamics to mitochondrial biogenesis and senescence signaling.

While this study identifies the FTO/m6A/PGC-1α axis as a key mediator of aluminum (Al)-induced neurotoxicity, several mechanistic questions remain unresolved. The upstream processes by which Al exposure suppresses FTO expression in hippocampal neurons require further investigation. In addition, we did not systematically assess the expression or activity of m6A “writers” (e.g., METTL3, METTL14, and WTAP), and coordinated regulation of m6A methylation machinery therefore cannot be excluded. Whether m6A-dependent repression of PGC-1α results from altered mRNA stability or translational efficiency also warrants clarification. Furthermore, while we observed impaired mitochondrial biogenesis and reduced ATP production, more direct functional evidence—such as changes in mitochondrial membrane potential, reactive oxygen species (ROS) levels, and real-time respiratory chain activity (e.g., Seahorse extracellular flux analysis)—was not comprehensively evaluated in this study. Moreover, given the pleiotropic nature of FTO, PGC-1α-independent pathways may contribute to mitochondrial protection, which should be addressed in future studies.

From a translational perspective, therapeutic targeting of the FTO–m6A–PGC-1α axis must carefully balance efficacy and safety. Because FTO regulates a broad range of transcripts involved in metabolism and neuronal function, global modulation of FTO activity may lead to off-target or systemic effects. Thus, future therapeutic strategies should favor cell type–specific or pathway-focused interventions, such as selectively enhancing downstream mitochondrial regulators including PGC-1α, rather than indiscriminate manipulation of FTO itself. Such precision-oriented approaches may maximize neuroprotective benefits while minimizing adverse consequences.

Despite these insights, several experimental limitations must be acknowledged. Future studies combining transcript decay assays, ribosome profiling, and site-specific mapping of m6A residues will be required to clarify the post-transcriptional regulation of PGC-1α. Furthermore, while HT22 cells are an established model for studying neuronal oxidative stress and senescence, their use as an immortalized cell line limits the physiological relevance of our findings. This study focused on the initial discovery of the FTO/m6A mechanism in a controlled in vitro environment. However, the complexity of the intact brain cannot be fully recapitulated by cell culture systems alone. Therefore, further validation in primary neuronal cultures and in vivo animal models is essential to confirm the translational significance of the FTO–m6A–PGC-1α axis in aluminum-induced neurodegeneration.

## Conclusions

Aluminum exposure upregulates m6A methylation by inhibiting the demethylase FTO, reduces PGC-1α expression, and suppresses mitochondrial biogenesis, as evidenced by decreased NRF-1/NRF-2/TFAM expression and reduced mtDNA and ATP levels, thereby inducing senescence in mouse hippocampal neurons.

**Fig. 1:**
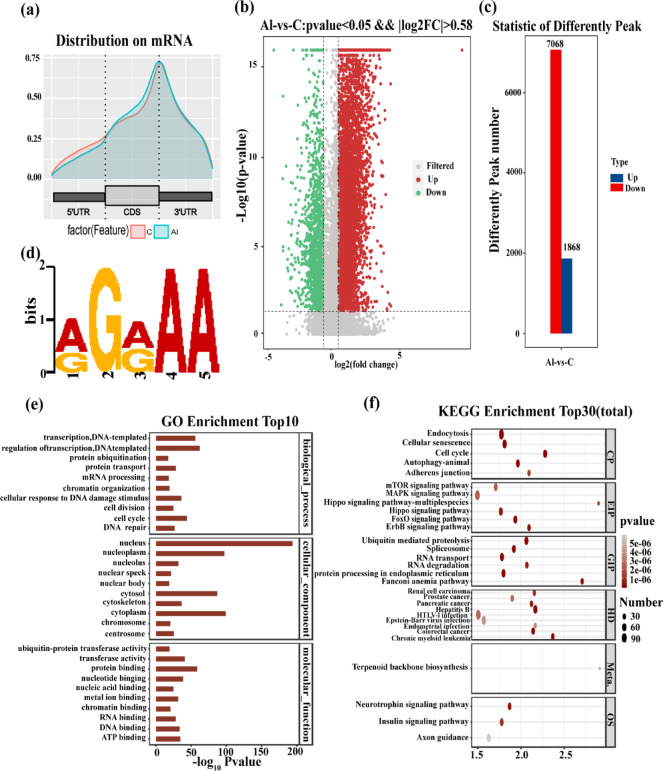
Effect of aluminum exposure on m6A methylation in HT22 cells. (**a**) Meta gene profile showing the distribution of m6A peaks across 5’UTR, CDS, and3’UTR regions. (**b**) Volcano plot illustrating differentially methylated peaks (DMPs)between control and Al treated c ells (cutoff: |log2FC| > 0.58 , *P* < 0.05). (**c**) Bar chartsummarizing the number of hypermethylated and hypomethylated m6A peaks. (**d**) Sequence motif (RGAAR) identified by DREM E analysis, indicating conservedm6A recognition elements. (**e**) GO enrichment analysis of genes containing DMPs (*P* <0.05). (**f**) KEGG pathway enrichment of DMP associated transcripts. Bubble sizerepresents gene count; color scale indicates −log10(P value). Dat a are based on MeRIP seq of *n* = 3 biological replicates per group.

**Fig. 2:**
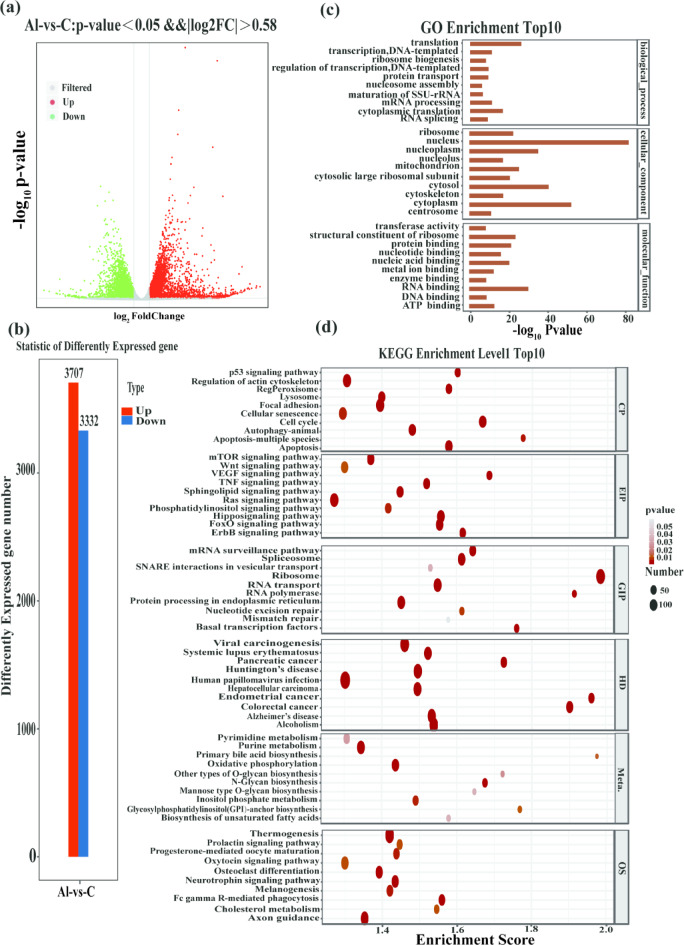
Transcriptomic alterations induced by aluminum exposure in HT22 neurons. (**a**) Volcano plot of differentially expressed genes (DEGs) between control and Al-treated groups (cutoff: |log2FC| > 0.58, *P* < 0.05). (**b**) Counts of upregulated and downregulated DEGs. (**c**) GO enrichment analysis of DEGs at three levels—biological process, cellular component, and molecular function. (**d**) KEGG pathways significantly enriched by DEGs (*P* < 0.05). RNA-seq includes *n* = 3 replicates per group.

**Fig. 3:**
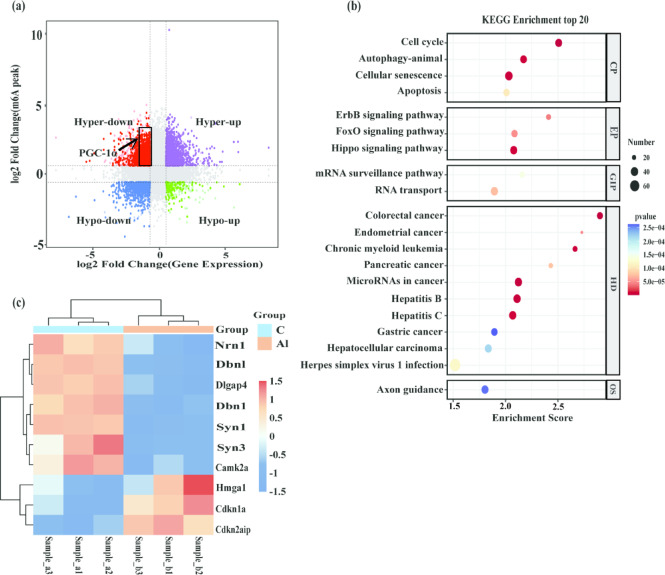
Integrated analysis of m6A methylation and gene expression. (**a**) Four-quadrant plot showing genes categorized by changes in m6A levels and mRNA expression: hyper-up, hyper-down, hypo-up, hypo-down. (**b**) KEGG enrichment of co-regulated genes indicating pathways involved in cellular senescence and neurodegeneration. (**c**) Heatmap of differentially expressed genes based on RNA-seq data following aluminum exposure. The heatmap illustrates the expression patterns of representative synaptic function–related genes and senescence-associated genes between control (C) and aluminum-treated (Al) groups. Each column represents an independent biological replicate (*n* = 3 per group). Gene expression values were Z-score normalized across samples and visualized using a color scale ranging from − 1.5 (low expression, blue) to 1.5 (high expression, red).

**Fig. 4:**
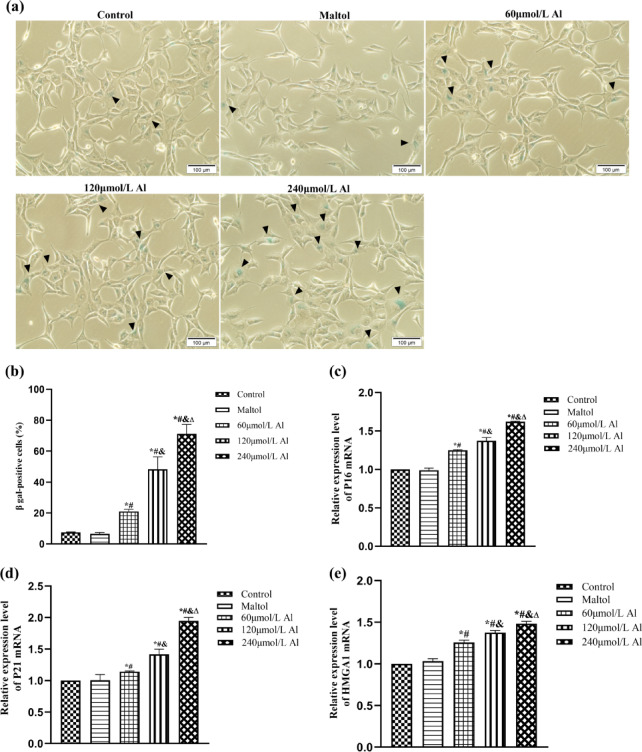
Aluminum promotes neuronal senescence in a concentration-dependent manner. (**a**) Representative SA-β-gal staining images showing senescent HT22 cells after Al treatment. (**b**) Quantification of SA-β-gal-positive cells. (**c**–**e**) mRNA expression levels of senescence markers p16, p21, and HMGA1 measured by qRT-PCR.Data are expressed as mean ± SD (*n* = 3). St atistical analysis was performed using one-way ANOVA followed by LSD post-hoc test. *: *P* < 0.05 compared with the Control group; #: *P* < 0.05 compared with the Maltol group; &: *P* < 0.05 compared with the 60 µmol/L Al group; ∆: *P* < 0.05 compared with the 120 µmol/L Al group.

**Fig. 5:**
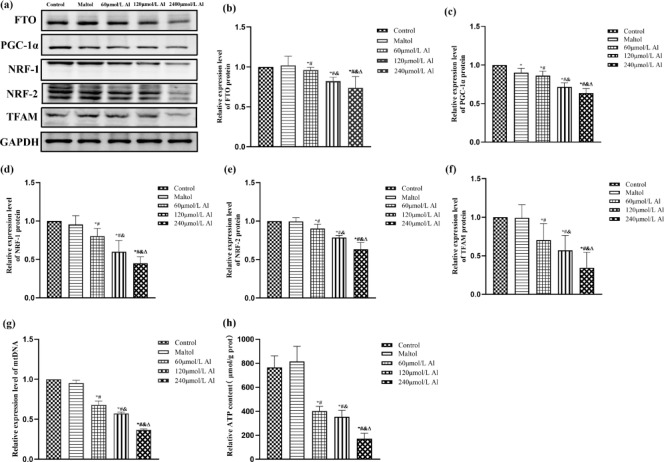
Effects of aluminum on FTO expression and mitochondrial biogenesis in HT22 cells. (**a**) Western blot images depicting the expression of FTO, PGC- 1α, NRF- 1, NRF- 2, and TFAM proteins in HT22 cells, GAPDH was used for normalization. Full-length and uncropped blots with membrane edges are provided in Supplementary Figure S1. (**b**–**f**) Statistical analysis of the relative expression levels of FTO, PGC − 1α, NRF − 1, NRF − 2, and TFAM proteins in HT22 cells. (**g**–**h**) Statistical data regarding the content of mtDNA and ATP. Control groups were regarded as 100%; data show relative quantities compared with controls. Data are expressed as mean ± SD (*n* = 3).Statistical analysis was performed using one-way ANOVA followed by LSD post-hoc test. *: *P* < 0.05 compared with the Control group; #: *P* < 0.05 compared with the Maltol group; &: *P* < 0.05 compared with the 60 µmol/L Al group; ∆: *P* < 0.05 compared with the 120 µmol/L Al group.

**Fig. 6:**
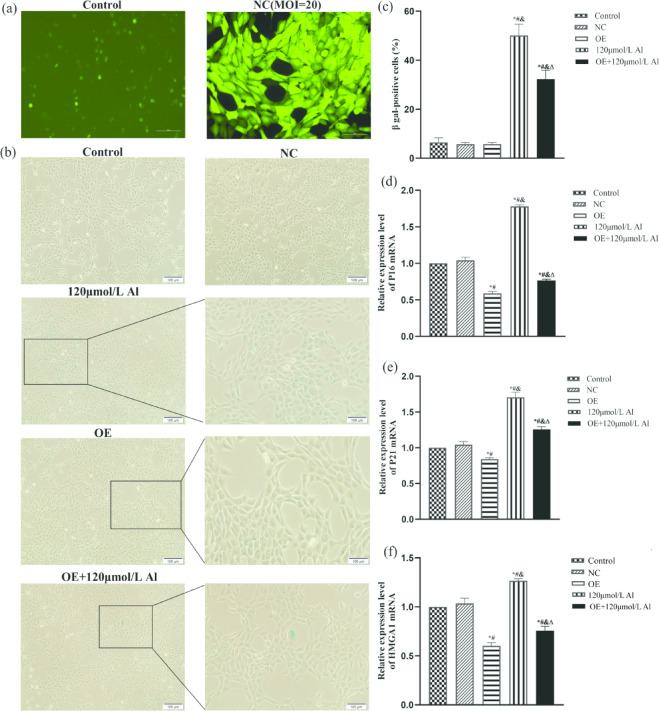
FTO overexpression attenuates Al-induced neuronal senescence. (**a**) Fluorescence images confirming FTO overexpression by lentiviral transduction. (**b**) Representative SA-β-gal staining for control, OE-FTO, Al, and OE-FTO + Al groups. (**c**) Quantification of SA-β-gal-positive cells. (**d**–**f**) Relative mRNA expression of p16, p21, and HMGA1.Control groups were regarded as 100%; data show relative quantities compared with controls. Data are expressed as mean ± SD (*n* = 3). Statistical analysis was performed using one-way ANOVA followed by LSD post-hoc test. *: *P* < 0.05 compared with the Control group; #: *P* < 0.05 compared with the NC group; &: *P* < 0.05 compared with the OE group; ∆: *P* < 0.05 compared with the 120 µmol/L Al group.

**Fig. 7:**
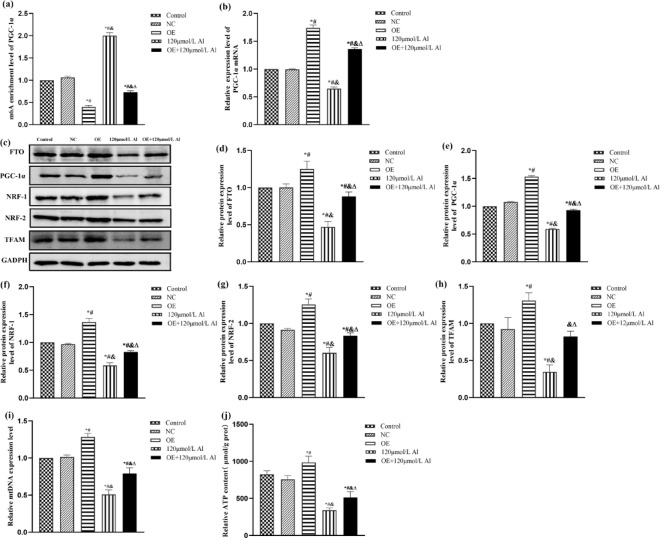
The Impact of FTO Overexpression on Al- Induced damage of Mitochondrial Biogenesis in HT22 Cells. (**a**) The effect of FTO Overexpression on the level of PGC-1α RNA m6A methylation in HT22 cells. (**b**) Relative mRNA expression levels of PGC-1α in HT22 cells under different treatments. (**c**) Western blot images showing the expression of FTO, PGC − 1α, NRF − 1, NRF − 2, and TFAM proteins in HT22 cells, GAPDH was used for normalization. Full-length and uncropped blots with membrane edges are provided in Supplementary Figure S2. (**d**–**h**) Statistical results of the relative expression levels of FTO, PGC − 1α, NRF − 1, NRF − 2, and TFAM proteins in HT22 cells, the control group was set as 100%, and the data are presented as relative quantities compared to the control. (**i**–**j**) Statistical data regarding the content of mtDNAand ATP. Control groups were regarded as 100%; data show relative quantities compared with controls.Data are expressed as mean ± SD (*n* = 3).Statistical analysis was performed using one-way ANOVA followed by LSD post-hoc test. *: *P* < 0.05 compared with the Control group; #: *P* < 0.05 compared with the NC group; &: *P* < 0.05 compared with the OE group; ∆: *P* < 0.05 compared with the 120 µmol/L Al group.

## Electronic Supplementary Material

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

Supplementary Material 3

Supplementary Material 4

Supplementary Material 5

Supplementary Material 6

Supplementary Material 7

## Data Availability

The datasets generated and analyzed during the current study have been deposited in the NCBI Gene Expression Omnibus (GEO) under the accession numbers GSE304247 and GSE304248.As the datasets are currently under embargo, they are available to editors and reviewers via the following links: GSE304247: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE304247&token=qbqjaqsqtlynnun. GSE304248: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE304248&token=kroramqqfrshhib.

## Abbreviations

Al: Aluminum
FTO: Fat mass and obesity-associated protein
PGC-1α: Peroxisome proliferator-activated receptor gamma coactivator-1α
NRF-1: Nuclear respiratory factor 1
NRF-2: Nuclear respiratory factor 2
TFAM: Mitochondrial transcription factor A
m6A: N6-methyladenosine
mtDNA: Mitochondrial DNA
Al(mal)_3_: Aluminum maltol
WB: Western blot
RT-PCR: Realtime polymerase

# Supplementary material for: FTO-mediated m6A demethylation regulates PGC-1α-dependent mitochondrial biogenesis to attenuate aluminum-induced neuronal senescence
**Source:** Sci Rep. 2026 May 7;16:21890. doi: 10.1038/s41598-026-51674-w
**Supplement:** Supplementary file 1 — Supplementary Material 1

**Figures 5a**

the first time

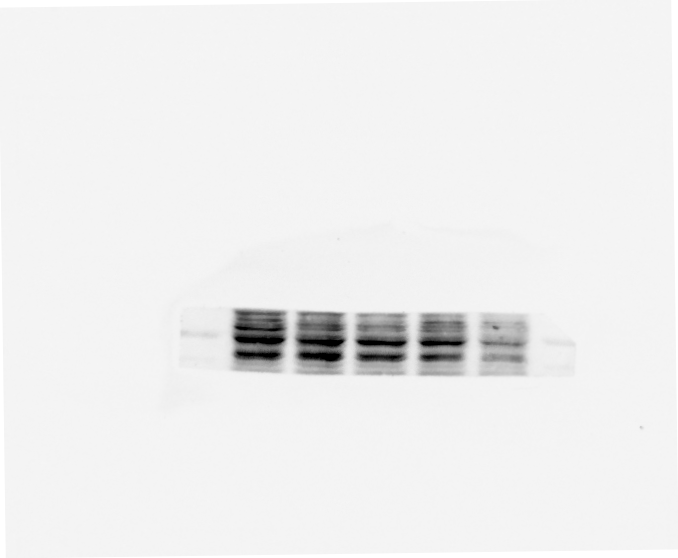

100kDa

NRF-2

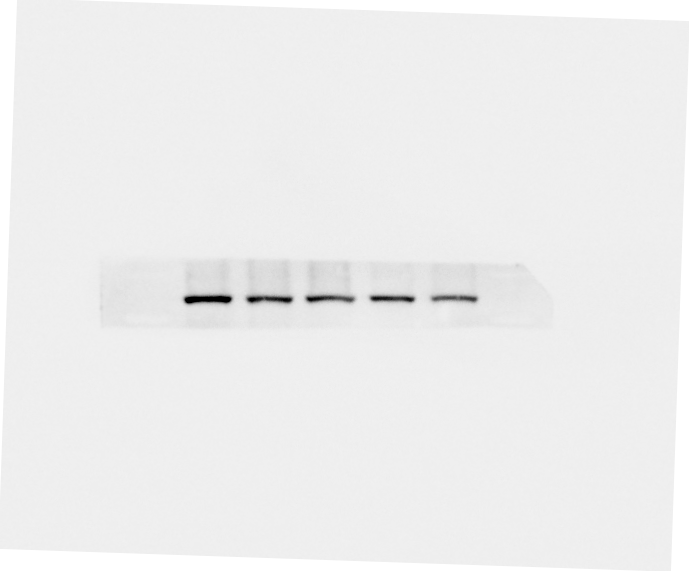

92kDa

PGC-1α

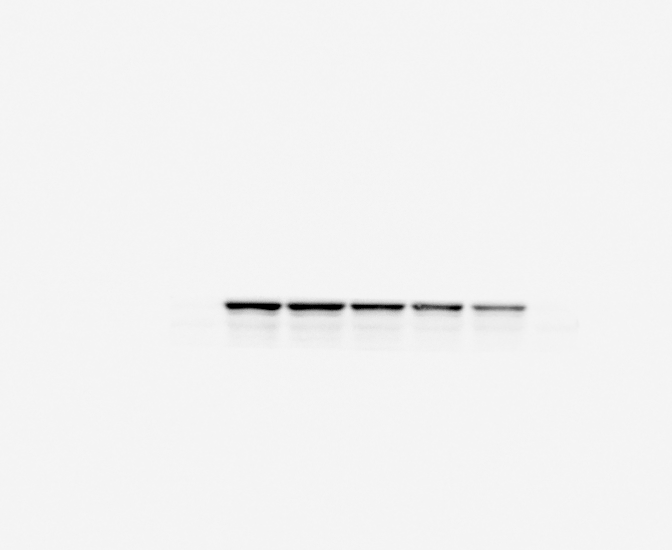

NRF-1

67kDa

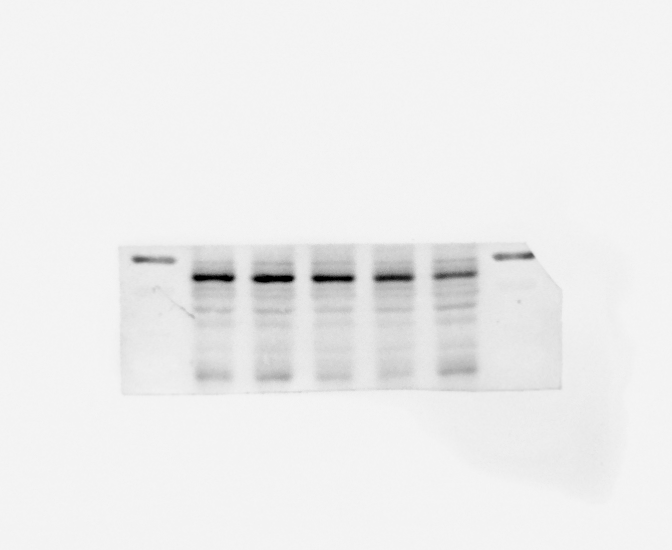

58kDa

FTO

GAPDH

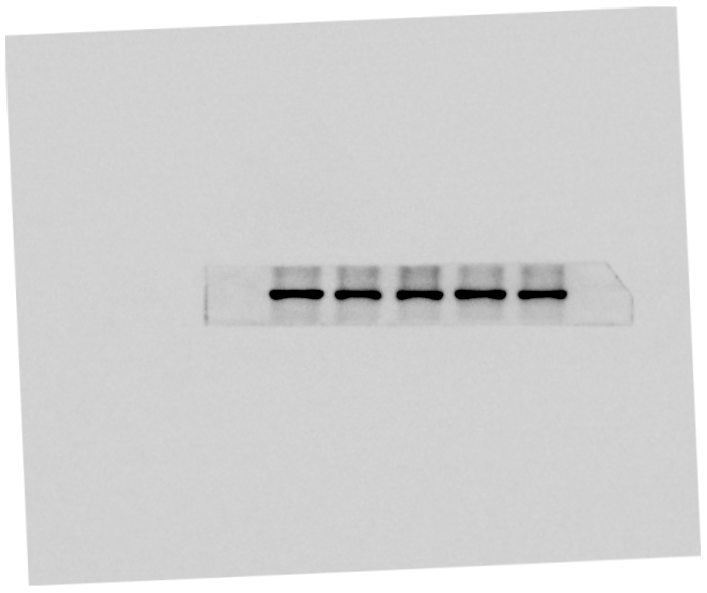

36kDa

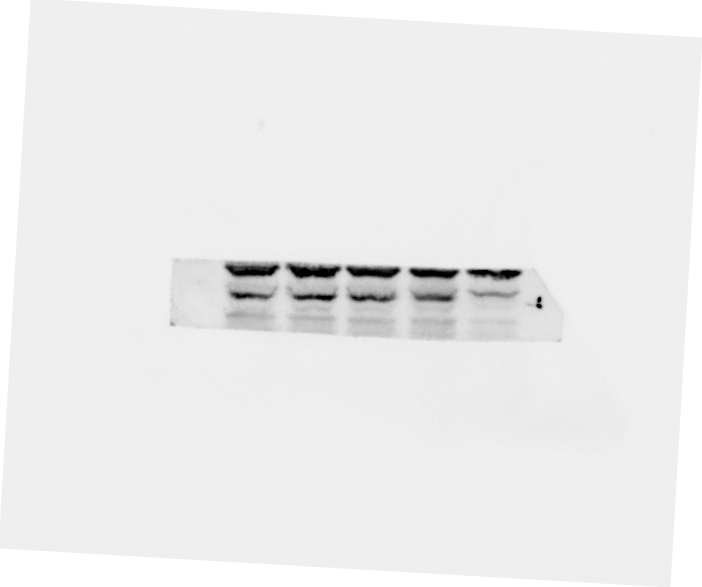

TFAM

26kDa

the second time

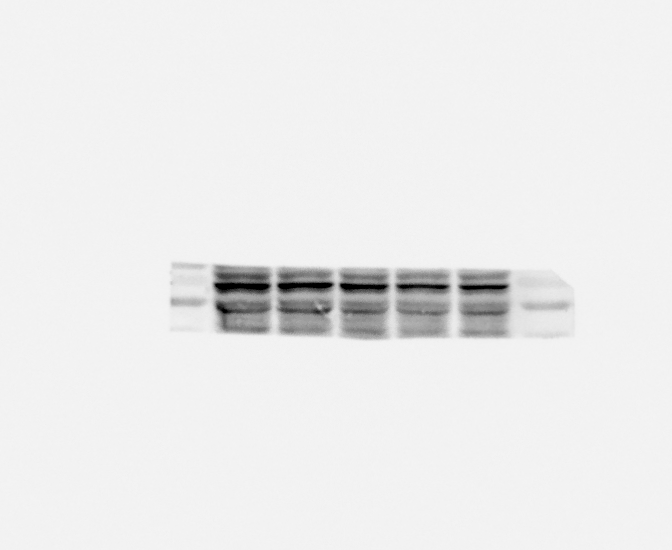

100kDa

NRF-2

PGC-1α

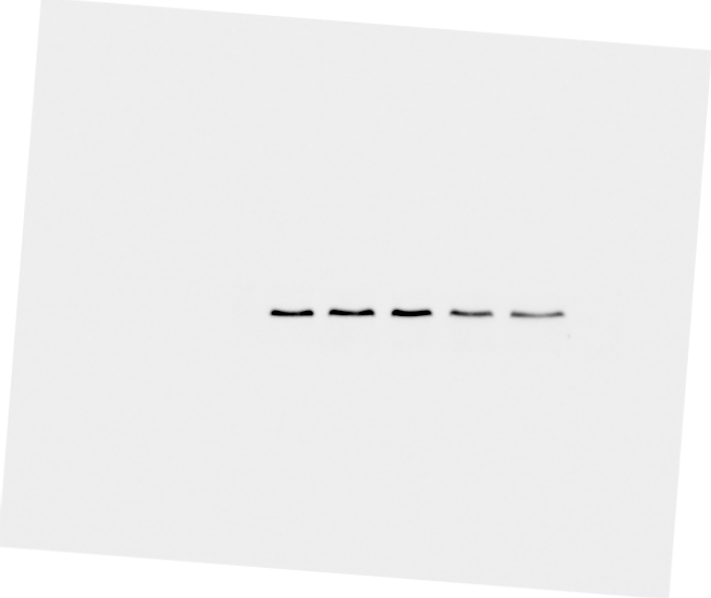

92kDa

NRF-1

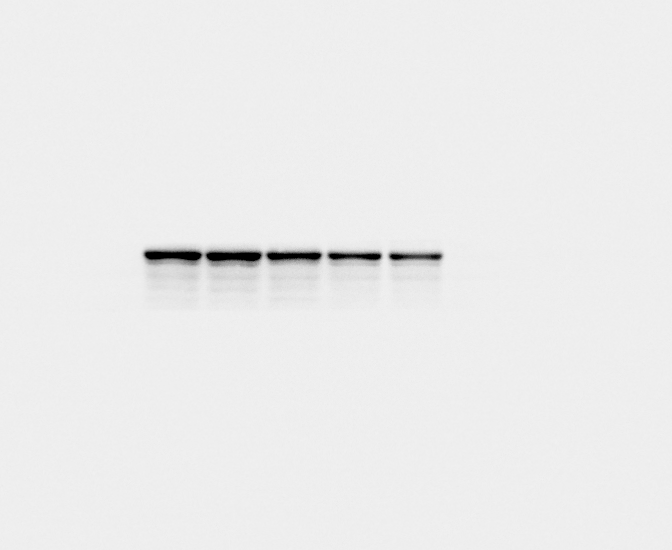

67kDa

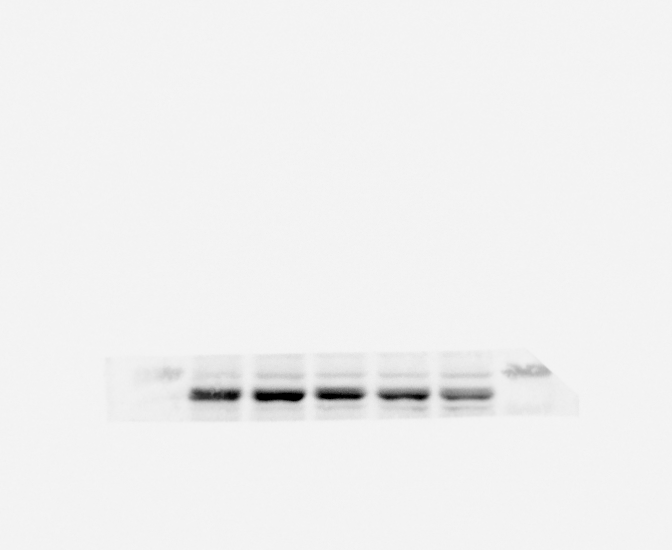

FTO

58kDa

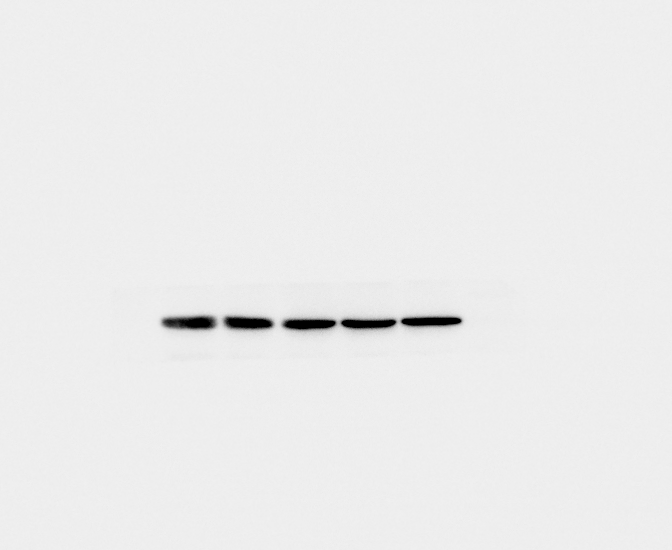

GAPDH

26kDa

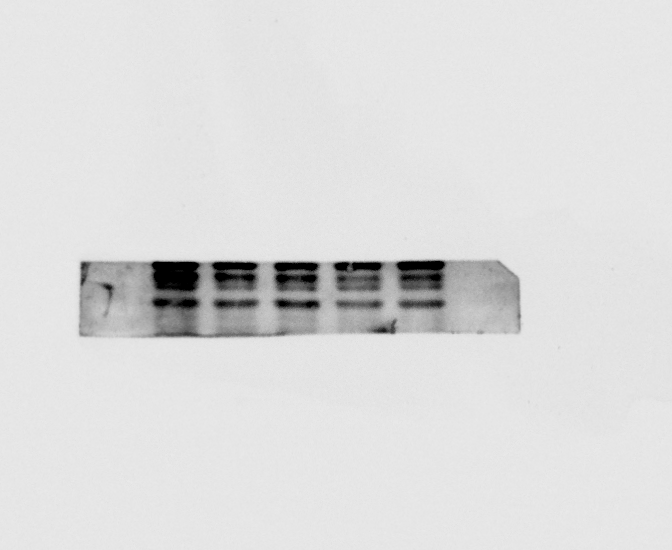

TFAM

36kDa

the third time

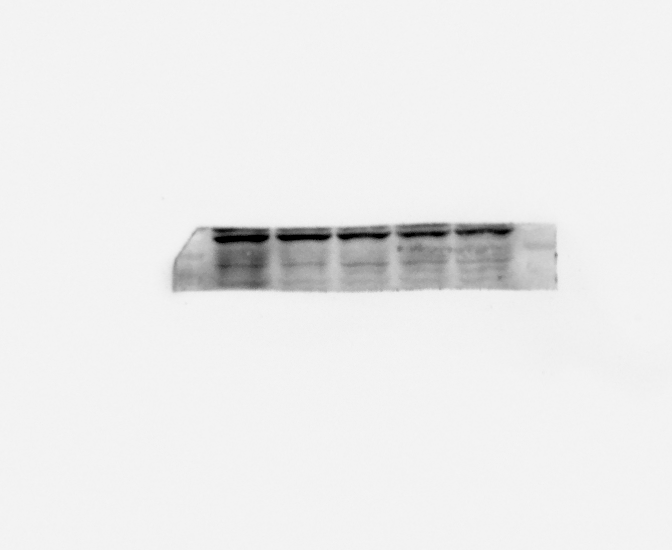

100kDa

NRF-2

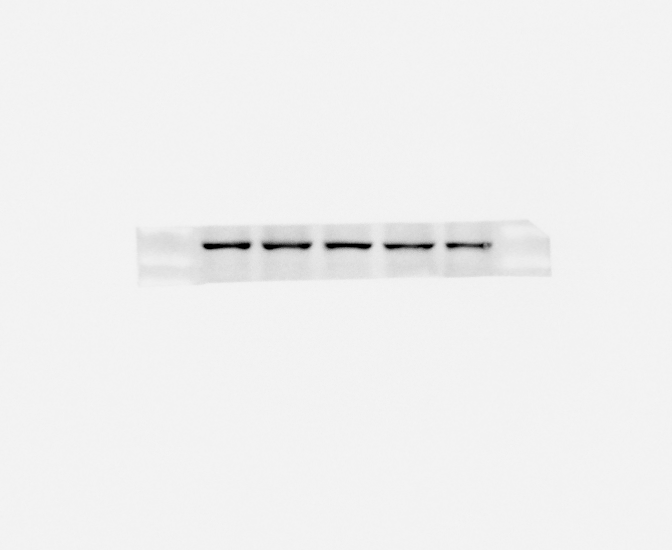

92kDa

PGC-1α

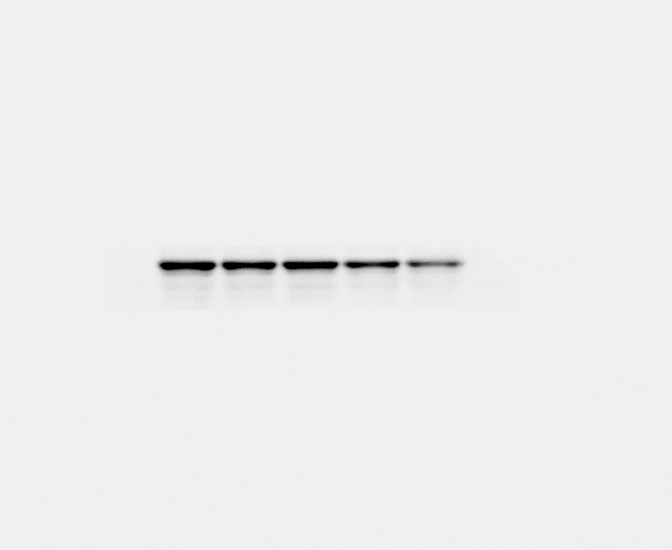

NRF-1

67kDa

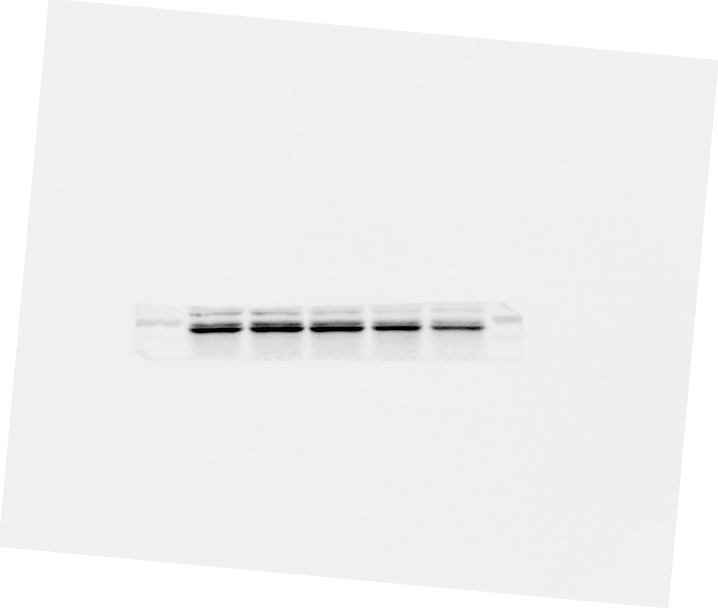

58kDa

FTO

GAPDH

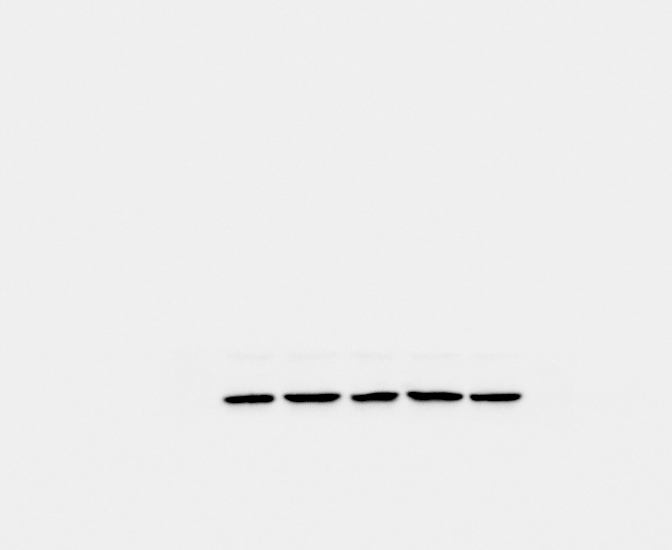

36kDa

TFAM

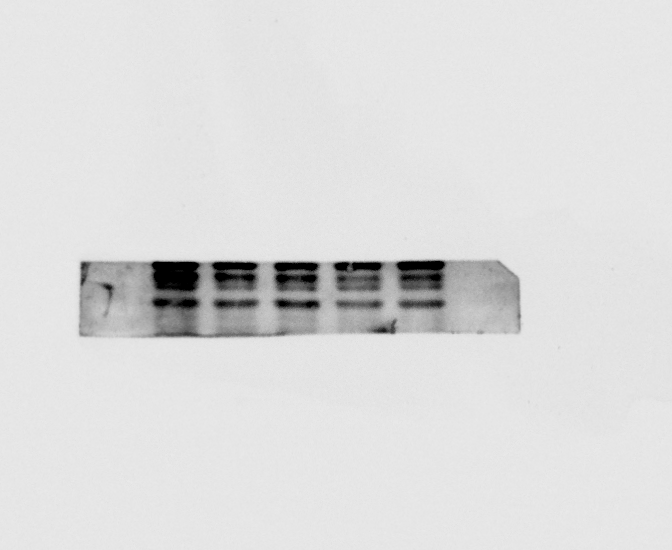

26kDa

# Supplementary material for: FTO-mediated m6A demethylation regulates PGC-1α-dependent mitochondrial biogenesis to attenuate aluminum-induced neuronal senescence
**Source:** Sci Rep. 2026 May 7;16:21890. doi: 10.1038/s41598-026-51674-w
**Supplement:** Supplementary file 2 — Supplementary Material 2

Figure 7b

the first time

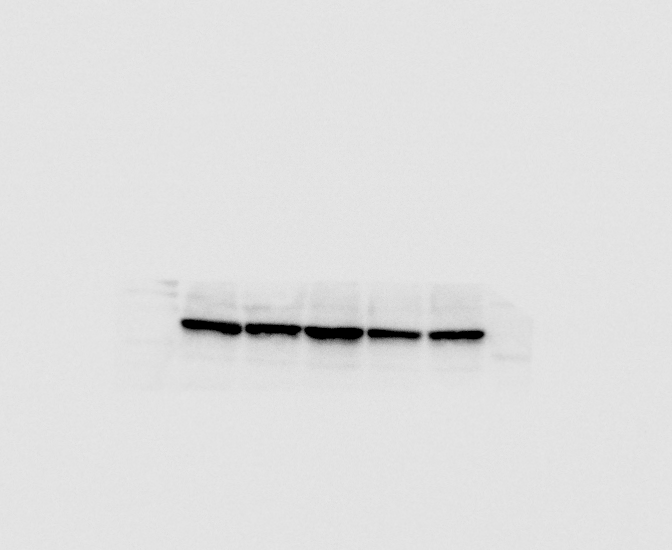

NRF-2

100kDa

PGC-1α

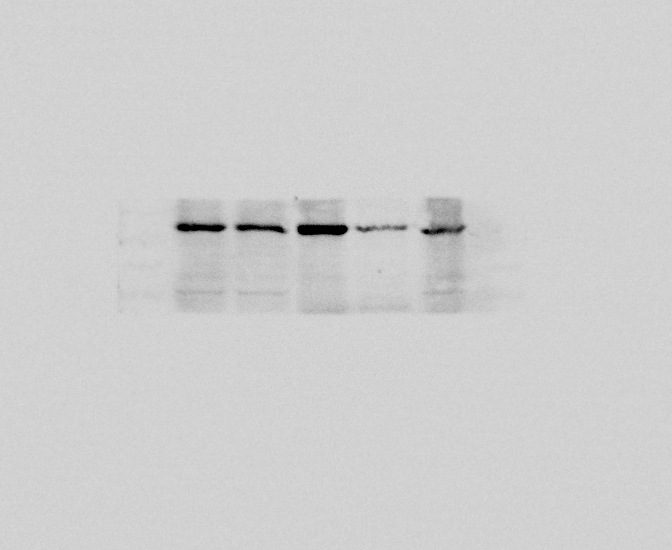

92kDa

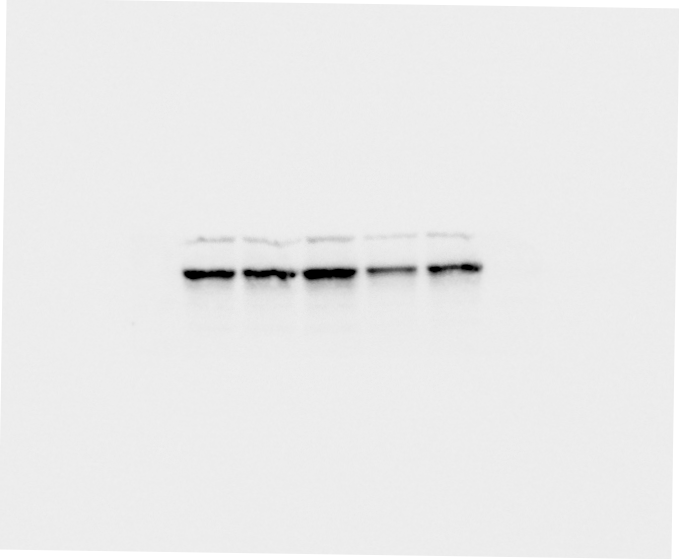

NRF-1

67kDa

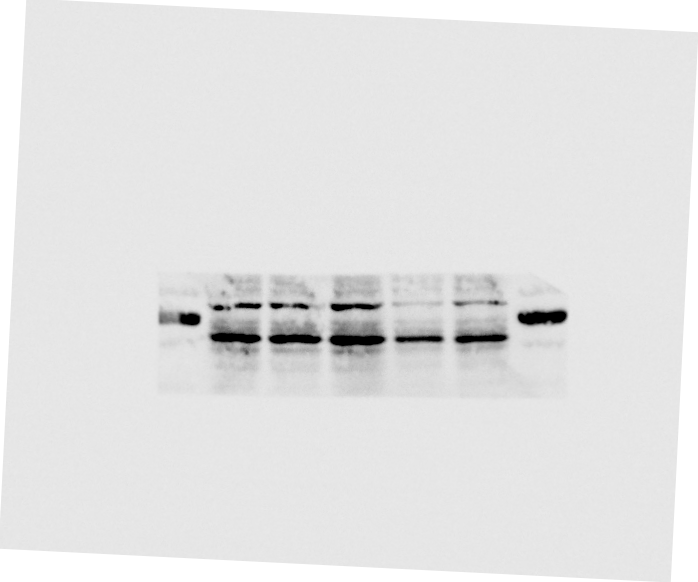

FTO

58kDa

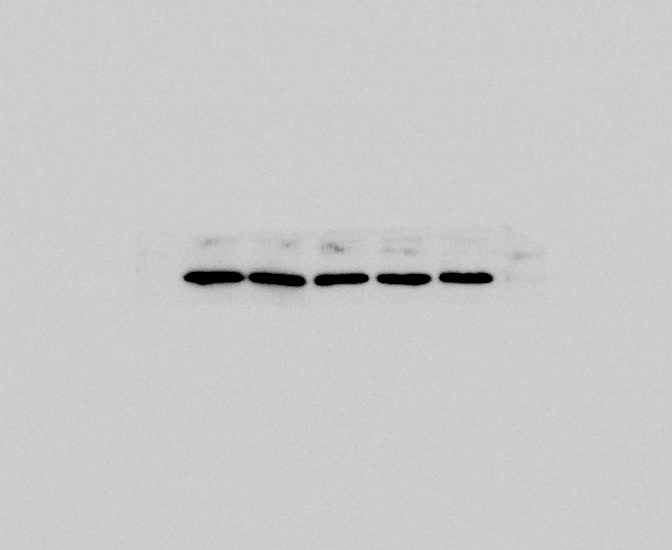

GAPDH

36kDa

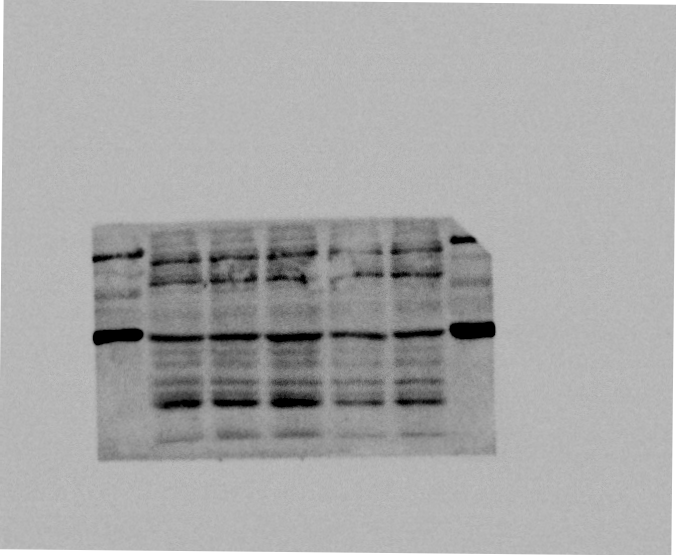

TFAM

26kDa

the second time

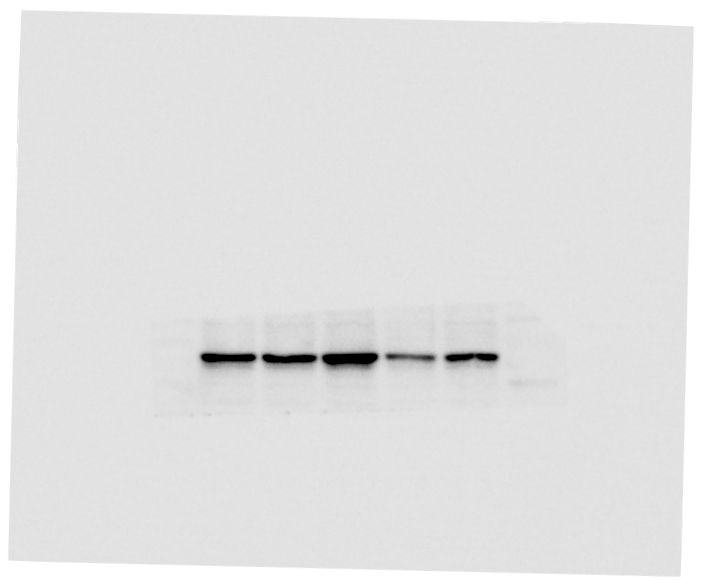

NRF-2

100kDa

PGC-1α

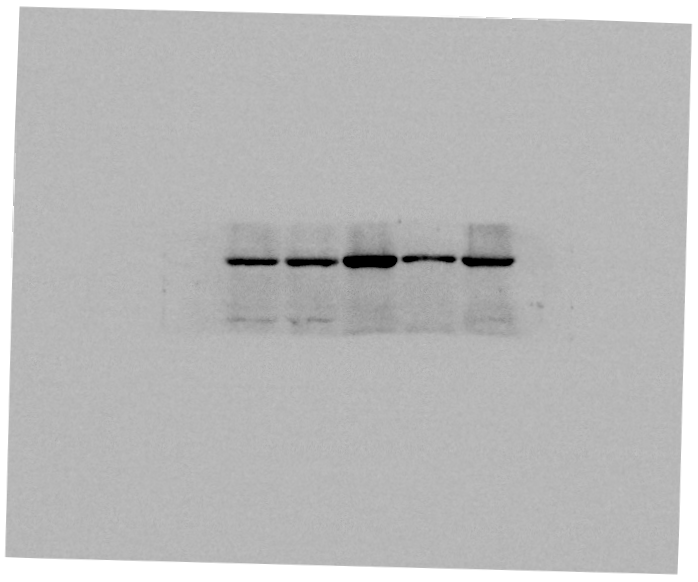

92kDa

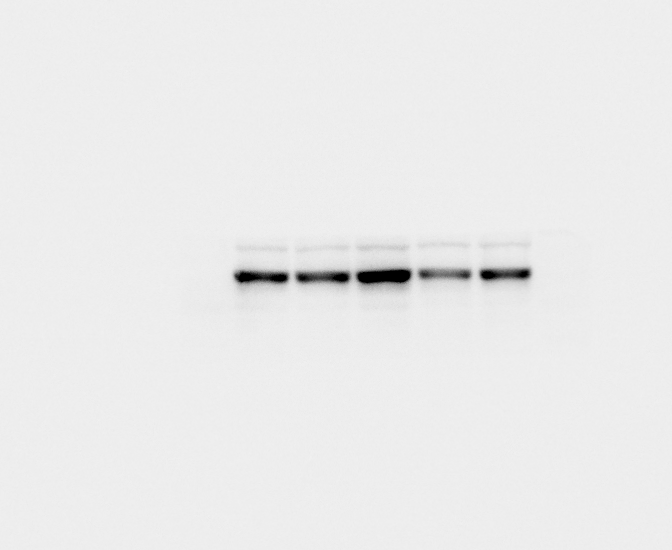

NRF-1

67kDa

FTO

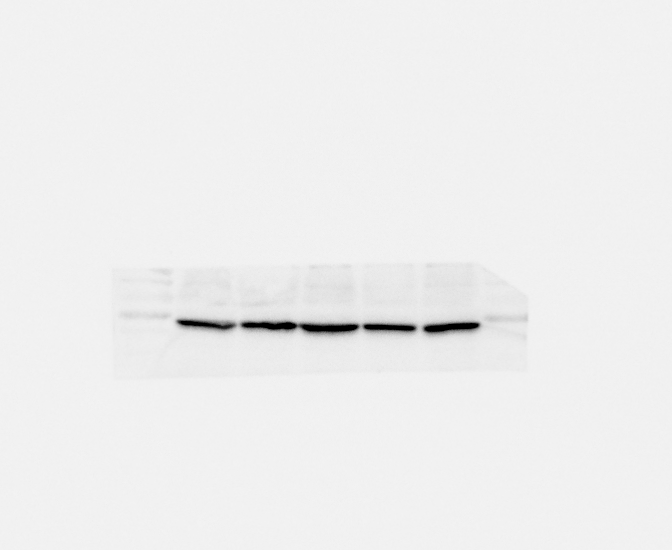

58kDa

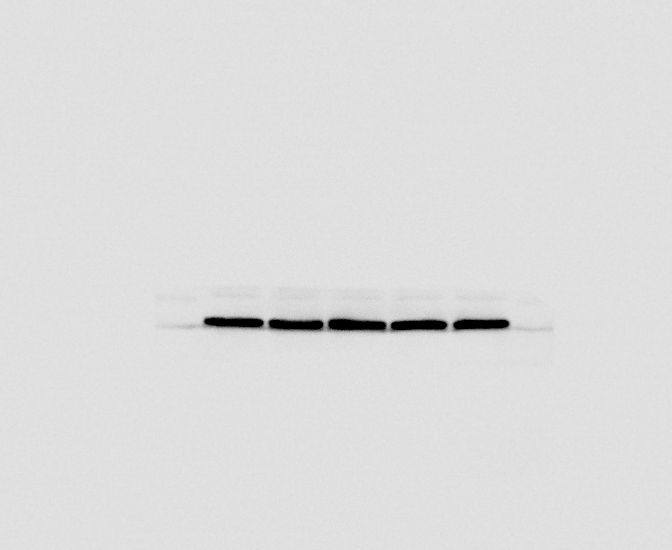

GAPDH

36kDa

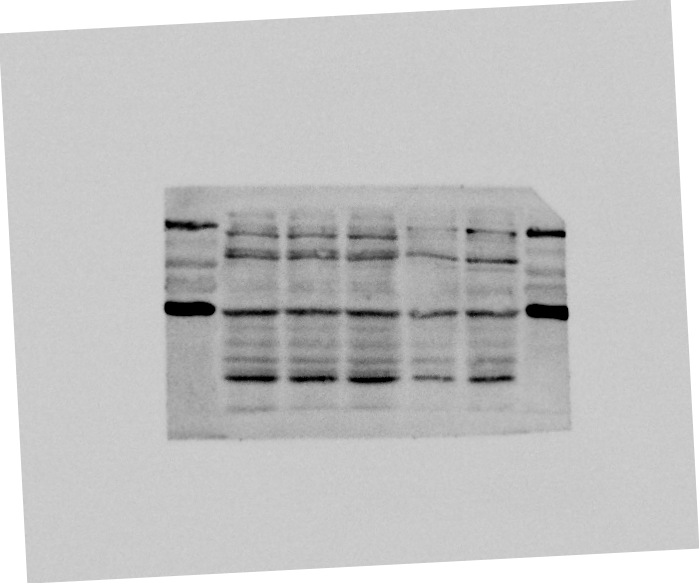

TFAM

26kDa

the third time

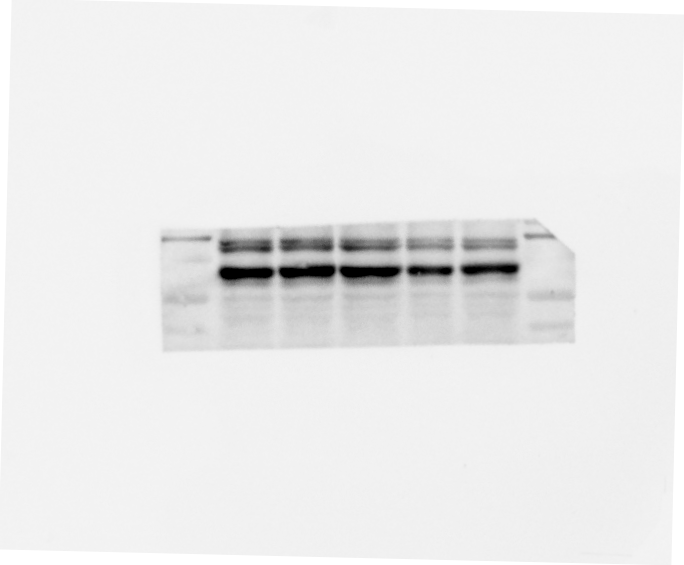

100kDa

NRF-2

PGC-1α

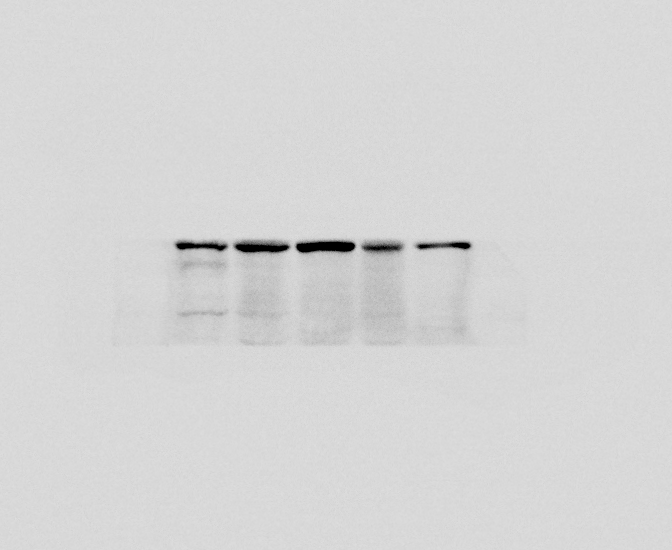

92kDa

NRF-1

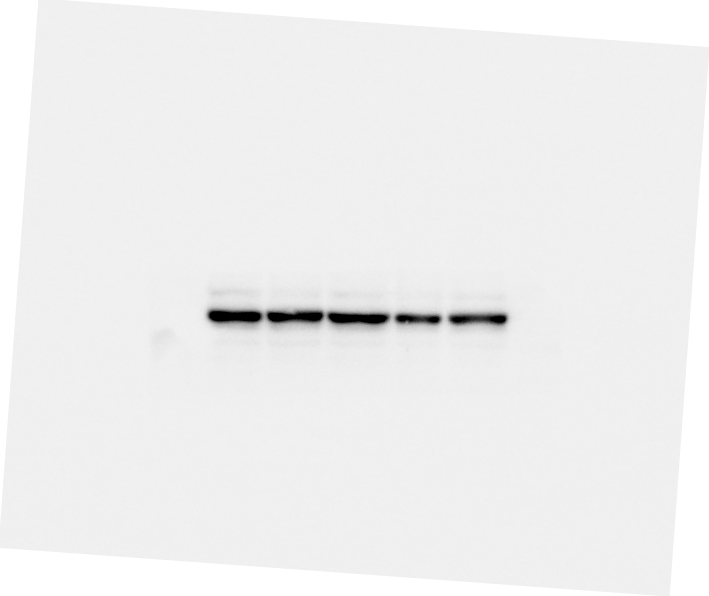

67kDa

FTO

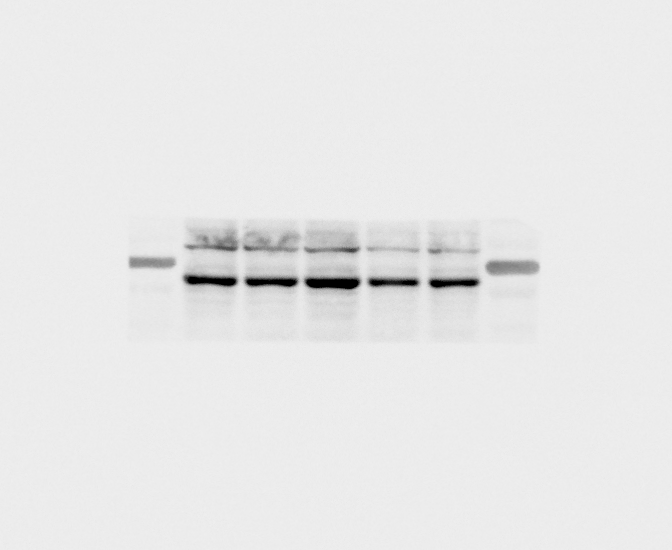

58kDa

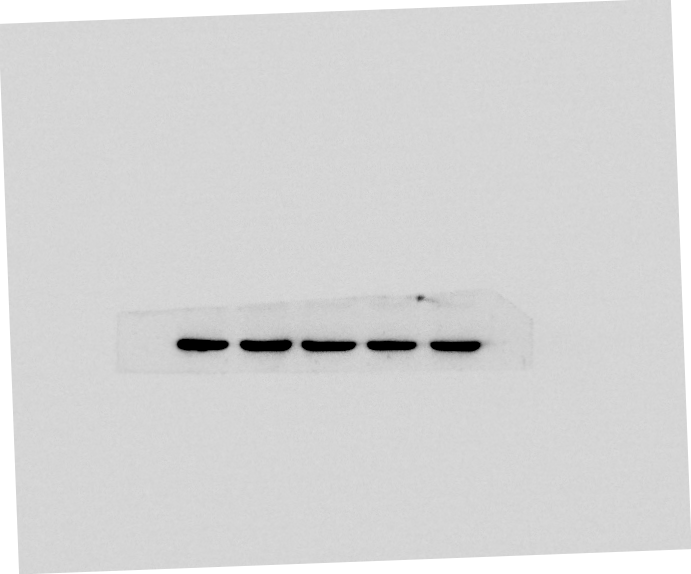

GAPDH

36kDa

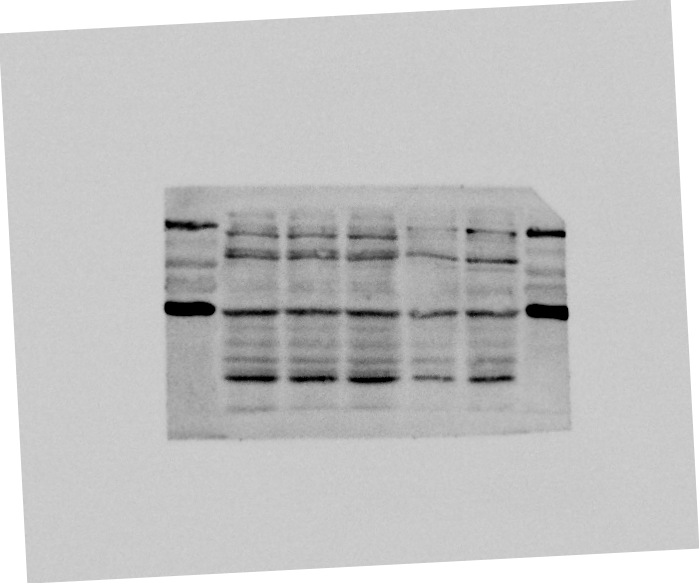

TFAM

26kDa

How the deposited data were processed for this re-analysis (not part of the article)

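RNA was measured in 6 input libraries of the MeRIP-seq of HT22 cells, 3 from control cells and 3 from cells treated with 120 µM aluminum maltolate for 24 h. The treated samples carry a different letter in the deposited labels, and they were taken as the Al group because Supplementary Tables S3 and S4 give the same fold changes and P values under either name. The immunoprecipitated libraries and the m6A peaks were not analysed here.

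The authors trimmed the reads with Trimmomatic, removed ribosomal RNA reads with SortMeRNA and aligned the rest to GRCm38/mm10 with HISAT2. The deposited values are FPKM, 1 value per gene symbol and library, with no scaling between libraries on top. The program and the annotation behind the FPKM are not named in the paper's text. The authors called DEGs with DESeq2, which needs counts; DESeq2 was not run here.

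FPKM values of a gene in a library are whole multiples of a step set by the gene's length and the library's total. From this the relative depth of the libraries and the whole number of reads behind each value were recovered for 17688 of the 17688 genes above 0. On simulated tables of 3915 genes the recovery returned 100% of the genes up to a common divisor and 97.7% exactly. The recovered depths were 37768842, 43091824 and 44220124 reads on genes in the control libraries and 26487603, 21707504 and 20973691 in the Al libraries. The paper's text does not state whether a read pair was counted once. A value of 0 stands for 0 counted reads and allows an expected count of up to 3 reads.

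Gene tests were run on log2(FPKM divided by size factor plus 0.1) with limma 3.58.1 in R 4.3.3, using lmFit and eBayes with trend. Size factors were medians of ratios over the genes above 0 in all 6 libraries with a mean FPKM of at least 1. The 12889 genes with a mean FPKM of at least 0.1 were tested, and a gene was called at an unadjusted P under 0.05 and an absolute log2 fold change over 0.58, which are the study's thresholds. Adjusted P values are Benjamini-Hochberg values over all tested genes. Gene lists were tested with limma's camera at an inter-gene correlation of 0.01 and adjusted over 13 lists; a list of mitochondrially encoded proteins had 0 genes in the table. Annotation terms of GO and KEGG were not used here, so the lists are short sets of core members written before the data were examined. The genes named in the text are every gene the study names with an RNA or protein measurement, the members of the m6A machinery, and the 5 genes with the largest increase and the 5 with the largest decrease among those with an adjusted P under 0.05, a mean FPKM of at least 1 and no overlap between the groups. The neighbours of Cdkn2a were named after its values were seen.

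The procedure was tested on simulated counts for 12805 genes with 200 genes changed by a log2 fold change of 2. It recovered 100% of the changed genes and called 0.603% of the unchanged genes; at the adjusted P and the same fold change, 23 unchanged genes were called. It also found the list that had been changed and called 0 other lists. The simulated genes varied independently and few of them were changed. In the data, 8009 of the 12889 tested genes had an adjusted P from limma under 0.05. The simulation therefore could not test the scaling under such a change or the inter-gene correlation.

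Alternatives were set before the data were examined for the scaling, the pseudocount, the filter on low values, the trend, a replicate block, each library left out in turn, the thresholds and the list test. After the data had been seen, limma voom on the recovered reads and thinning of the reads to the smallest library were added. GC content and length came from the longest coding transcript of each gene in GENCODE on GRCm38, for 96.5% of the gene symbols by name. Pseudogene copies were found with minimap2 2.31-r1302, and primers were matched to transcripts exactly. Tables were handled with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3.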

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

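The results here lie in genes and gene groups that the paper's text does not discuss at the RNA level: every gene of the m6A machinery and of the mitochondrial and reference genes that passed the study's thresholds, and every gene list outside the terms named in the text whose camera test had an adjusted P under 0.05. This rule, the test of the S phase genes against the histone genes, the test of the correlation with GC content and the correlations at a mean FPKM of at least 1 were chosen only after the values were seen.

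Gapdh, the reference gene of the qPCR, had a log2 fold change of 3.08 (adjusted P = 8.45e-06 from limma), with 11.5 ± 3.22 FPKM in the control group and 68.3 ± 4.32 in the Al group (SD, n = 3 each). It was higher in the Al group under each scaling tried, and 2.59 with FPKM as deposited. B2m was higher by 1.22, a call lost with TPM (0.43) and with quantile normalization (0.48). Gapdh has 73 near-identical pseudogene copies in the reference, with which the aligner may have shared its reads. Other genes with at least 5 copies, ribosomal protein genes and Gapdh left out, stood 0.30 above genes without copies in the same of 10 bins of mean FPKM. This lies just past the upper end, 0.28, of the 95% range of 10000 random lists; Gapdh itself was left out of this list after a first look that included it. Gapdh stood 2.84 above its own bin, and 0 of the 55 genes with copies stood as high. Sharing of reads with copies may therefore explain part of the rise. How large a part cannot be told, since the compared genes needed only 5 copies. The cytosolic ribosomal protein genes, many of which have near-identical pseudogenes, were left out, and their median log2 fold change was 1.63. A change of Gapdh RNA after Al stays open, as does a change in the counting of its reads between groups.

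Of the 21 m6A machinery genes, 14 passed the thresholds. Higher in the Al group were the writer genes Rbm15 (log2 fold change 1.89), Cbll1 (1.78), Rbm15b (1.59), Mettl16 (1.53) and Zc3h13 (0.79), and the reader genes Ythdc1 (1.29), Ythdf2 (1.15), Hnrnpc (1.09), Ythdf1 (0.92), Igf2bp1 (0.69) and Ythdf3 (0.64). Lower were Igf2bp2 (-1.07), Ythdc2 (-1.0) and Igf2bp3 (-0.74). All 14 had an adjusted P from limma under 0.05, over all genes and adjusted over the list alone. With reads thinned to the smallest library 14 genes still passed, which argues against the lower depth of the Al libraries. Scaling matters for these calls. With TPM 7 of the 14 lost theirs: Ythdc1 (0.51), Ythdf2 (0.37), Hnrnpc (0.31), Ythdf1 (0.13), Zc3h13 (0.0093), Igf2bp1 (-0.092) and Ythdf3 (-0.15). With FPKM as deposited 4 lost theirs: Ythdf1 (0.43), Zc3h13 (0.30), Igf2bp1 (0.21) and Ythdf3 (0.15). With quantile normalization 2 did, Igf2bp1 (0.50) and Ythdf3 (0.48), and Ythdf3 (0.56) did without Al replicate 3. Rbm15, Cbll1, Rbm15b, Mettl16, Ythdc2, Igf2bp2 and Igf2bp3 passed under each setting tried. The writers as a list had an adjusted P of 0.0765 with camera and 3.10e-07 with fry, and the readers 0.307 with camera and 0.00146 with fry. An effect of Al on these genes may be one explanation, and it was not tested apart from the scaling.

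The paper spells NRF-2 out as nuclear respiratory factor 2, for which Gabpa was tested (log2 fold change -0.0018). Nfe2l2, another gene that the name NRF-2 can stand for, was higher by 0.66 (adjusted P = 0.00146 from limma). Its call was lost with FPKM as deposited (0.17), with TPM (-0.13) and with quantile normalization (0.33). FPKM as deposited and TPM shifted the median of all tested genes by -0.46 and -0.77, so they cannot show a change of this gene alone. Whether its rise is a matter of scaling stays open.

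The replication-dependent histone genes had a median log2 fold change of -1.19 over 66 genes, 3 of which were higher, and -0.89 without Al replicate 3. The median was -1.68 with FPKM as deposited, -1.99 with TPM and -1.71 with quantile normalization, so its direction did not depend on the scaling. Fewer cells in S phase could lower these genes, but the median of the 20 S phase genes of the cell cycle list lay 0.447 above that of all tested genes (95% range -0.0047 to 0.720 over 10000 resamplings of the genes, which are not independent replicates), and that of the histone genes 1.22 below it. Against genes in the same of 10 bins of mean FPKM these differences were 0.146 (-0.303 to 0.363) and -1.72. The S phase genes lay 0.425 above all tested genes with FPKM as deposited, 0.433 with TPM and 0.160 with quantile normalization. This argues against a fall of the S phase genes as large as that of the histone genes. The ranges include a small fall of the S phase genes, so they do not exclude fewer cells in S phase, which stays open as a cause. A lower capture of RNA without a poly(A) tail, which these histone transcripts lack, stays open as a technical explanation, since 0 of the other RNAs listed for that test were among the tested genes. An effect of Al on these genes stays open too.

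Among the other gene lists, the nuclear-encoded genes of oxidative phosphorylation had a median of 0.67 and the mitochondrial ribosomal protein genes of 0.38, higher in 72 of 78 and 54 of 76 genes, and the cell cycle list was higher in 33 of 41 genes with its median of 0.45. With TPM the medians were -0.12, -0.40 and -0.33 while the median of all genes was -0.74. The calls of these lists with camera depend on the processing. With quantile normalization the adjusted P was 0.475, 0.0615 and 0.156, and with the inter-gene correlation estimated it was 0.769, 0.769 and 0.602. The mitochondrial ribosomal protein genes and the cell cycle list also lost their calls with FPKM as deposited (0.150 and 0.108) and with TPM (0.686 and 0.489). These lists hold abundant genes, and in the tested genes with a mean FPKM of at least 1 the log2 fold change rose with abundance (Spearman's rho 0.32 across 10349 genes, which are not independent replicates). Over all 12889 tested genes rho was 0.136 and the trend was not steady: of 10 bins of mean FPKM, the lowest had a median of 0.31, the third -0.40 and the highest 0.68. A lower counted depth of the Al libraries could give such a trend, but with reads thinned to the smallest library rho was 0.137 over all tested genes and 0.320 at a mean FPKM of at least 1. A trend with GC content may also give it, but the log2 fold change hardly followed transcript GC content (rho 0.028, and -0.029 at a mean FPKM of at least 1), which argues against it as the whole cause. With transcript length rho was -0.146, and with that trend removed the correlation with mean FPKM was 0.146 and 0.315. Quantile normalization, which removes differences in the shape of the distributions, brought the medians to 0.13, 0.26 and 0.21. An effect of Al and a difference in the make-up of the libraries that none of these tests covers stay open.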

How the results depend on the processing

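Alternatives are compared with median-of-ratios scaling, a pseudocount of 0.1, a mean FPKM of at least 0.1 and limma with trend. Most were set before the data were examined; limma voom on the recovered reads and reads thinned to the smallest library were chosen after seeing the data.

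The real split of the 6 libraries gave 6518 called genes. Of the 10 splits into 3 against 3, 1 gave as many, the real one, and the others called between 44 and 172 genes, with 0 at an adjusted P under 0.05. With 10 splits the share cannot be under 0.1.

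The 3375 higher and 3143 lower genes came to 1805 and 5417 with FPKM as deposited (25.0% higher) and to 1201 and 6848 with TPM (14.9% higher), against 51.8%. These scalings multiply a whole library by 1 factor and shifted the median log2 fold change by -0.46 and -0.77. With an absolute log2 fold change over 1.5, the threshold of the labels, 988 genes were higher and 743 lower, by construction fewer. The other 17 alternatives kept both counts within 1.5 times. Across the 6 fits that each left out one replicate, from 3197 to 3468 genes were higher and from 2962 to 3294 lower. With limma voom on the recovered reads 3409 genes were higher and 3143 lower, and 6404 of the called genes were shared.

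The log2 fold change of Ppargc1a was negative under all 18 alternatives. It passed the threshold of 0.58 with FPKM as deposited (-0.90) and TPM (-1.21), which moved it by about as much as the median of all genes, and not under the other 16. It was between -0.50 and -0.35 across the fits that each left out one replicate. Its unadjusted P from limma was over 0.05 without control replicate 1 (0.0632) and with quantile normalization (0.222).

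Of the 10 heatmap genes, from 8 to 9 passed across the fits that each left out one replicate, and Dlgap4 (-0.53) was the one lost without Al replicate 2. Of the mitochondrial and reference genes, 3 passed, and 1 passed with quantile normalization, for which the cause was not tested. Of the 14 m6A machinery genes called, 13 were called without Al replicate 3, where Ythdf3 came to 0.56.

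Directions reversed for genes with small changes. With FPKM as deposited they were Nrf1 (-0.33), Tfam (-0.16), Wtap (-0.24) and Alkbh5 (-0.10), and with TPM Nrf1 (-0.63), Nfe2l2 (-0.13), Tfam (-0.46), Wtap (-0.54), Alkbh5 (-0.40), Ythdf3 (-0.15) and Igf2bp1 (-0.092), each moved by about the shift of all genes. With quantile normalization Gabpa came to 0.16 and Alkbh5 to -0.0051, and with thinned reads Gabpa came to 0.013; the cause was not tested. Across the fits that each left out one replicate, Fto lay between -0.12 and 0.070, Nrf1 between -0.028 and 0.29, and Gabpa between -0.11 and 0.060. The positive Fto value and the negative Nrf1 value came without Al replicate 3.

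Of the 13 gene lists, 5 had an adjusted P under 0.05 with camera at a preset correlation. There were 3 with FPKM as deposited, 3 with TPM, 2 with quantile normalization, 0 with the correlation estimated, 8 with fry and 2 with Fisher's exact test, and from 4 to 6 across the fits that each left out one replicate. With the correlation estimated, the adjusted P was 0.716 for the cytosolic ribosomal protein genes and 0.769 for oxidative phosphorylation. For oxidative phosphorylation it was 0.475 with quantile normalization, 0.0524 with fry and 0.176 with Fisher's exact test. The proteasome list passed with a pseudocount of 1 (0.0421), a mean FPKM of at least 1 (0.0489), no filter (0.0305) and voom (0.0344); its direction reversed with TPM (0.951) and quantile normalization (0.679), and its range was 0.00967 to 0.128 across the fits that each left out one replicate, the lowest without Al replicate 3. The FoxO and senescence lists each had an adjusted P of 0.00146 with fry. Camera gave the Hippo list the direction lower in the main fit, although its median was 0.12. This direction turned to higher with the replicate block (0.924) and without control replicate 3, Al replicate 2 or Al replicate 3. Fisher's exact test (0.257) has no direction, and 16 of the 30 Hippo genes were higher in the main fit. The adjusted P of the Hippo list with camera lay between 0.809 and 0.999 across the fits that each left out one replicate. The list of m6A erasers reversed with FPKM as deposited (0.759), TPM (0.745) and quantile normalization (0.688). Apart from the scalings, the cause was not tested. Across the other genes and lists, 38 comparisons lost and 28 gained their call under the alternatives set before the data were examined, without a change of direction.

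With the replicate block, 3352 genes were higher and 3123 lower. Libraries with the same replicate number did not deviate together (correlations of -0.03, -0.03 and -0.07), so the numbers do not pair the libraries.

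Depth limits the scarce genes. Camk2a had 5 reads in Al replicate 3, and its log2 fold change was -1.10 without that library and -0.48 with a pseudocount of 1.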

Differences from the paper's values

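The paper's values compared here were its counts of DEGs and its log2 fold changes of Cdkn2aip, Cdkn1a, Camk2a and Dlgap4. A difference was more than 1.5 times for a count of genes or more than the larger error for a log2 fold change. None of these values differed by this rule in the main fit. The other fold changes that the paper's supplement gives were not compared. The paper's count of higher genes is 3037 in the text and about 3700 in Fig. 2b, read by eye; 3375 genes were higher here. The paper's total of DEGs is 6369 in the text, while its Supplementary Table S3 has 7039 rows, of which 1999 were used here. The alternatives set before the data were examined that differed from the paper's counts were FPKM as deposited (1805 higher and 5417 lower), TPM (1201 and 6848) and an absolute log2 fold change over 1.5 (988 and 743).

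The paper names PGC-1α among the genes with lower RNA after Al. Its log2 fold change here was -0.42 (adjusted P = 0.0243 from limma), lower in the Al group but short of the fold change threshold of 0.58. It passed the threshold with FPKM as deposited (-0.90) and with TPM (-1.21), and with none of the other alternatives.

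The heatmap of the paper shows Syn3 as lower after Al. Here its log2 fold change was -0.57 (adjusted P = 0.175 from limma) and it was not called. It was called with FPKM as deposited (-0.85), TPM (-1.35), quantile normalization (-0.84) and, chosen after seeing the values, limma voom on the recovered reads (-0.98).

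The paper names cellular senescence, Hippo and FoxO signaling among the enriched pathways. The camera tests of short lists for them had adjusted P values of 0.231, 0.940 and 0.463. With fry the senescence and FoxO lists passed (0.00146 each), and the Hippo list passed under none of the settings. The paper's lists of genes per pathway were not used here.

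By qPCR, the paper reports that P16 RNA rose after Al. Cdkn2a, its gene, is listed at 0 FPKM in all 6 libraries of the RNA-seq.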

Other observations

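Of the tests below, those of the number of counted reads and of the neighbours of Cdkn2a were chosen only after the result was seen.

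The Al libraries had 29.7 to 32.6 reads counted on genes per 100 mapped reads of the paper's Supplementary Table S1, and the control libraries 51.7 to 54.4. The paper's mapped reads were 84.2% ± 0.325 of clean reads in the control group and 76.8% ± 1.34 in the Al group (SD, n = 3 each). Fewer mapped reads in the Al libraries could lower the reads counted on genes, but the mean of the mapped reads in the Al group was 93.7% of that in the control group while the mean of the counted reads was 55.3%, which argues against this as the whole cause. The paper's GC content of the libraries was 57.4% ± 0.146 in the control group and 60.8% ± 0.497 in the Al group, a rise of 3.42 points. A change in the expression of the counted genes may raise it, but the GC content of the counted genes, weighted by their reads, rose by 0.152 points, which argues against that as the whole cause. What the reads outside the counted genes were was not analysed here, and whether Al treatment or library preparation raised them stays open.

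Cdkn2a on chromosome 4 is listed at 0 in all 6 libraries, which allows an expected count of up to 3 reads in each. Cdkn2b and Dmrta1, the next coding genes on one side, are listed at 0 as well. Mtap, on the other side, had between 4486 and 22846 reads per library. For Cdkn2a, a failed value for that gene alone could leave it at 0, and the 2 adjacent coding genes at 0 do not decide: 17.7% of the 20233 coding genes of the table are at 0 in all libraries, and 61.3% of these lie in runs of at least 3 neighbouring coding genes at 0. A failed value, low expression and a loss of this region in the cells cannot be told apart, since DNA was not analysed here.

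Fto had 27.0 ± 0.589 FPKM in the control group and 18.7 ± 0.972 in the Al group (SD, n = 3 each), but its log2 fold change after scaling was -0.04 (adjusted P = 0.767 from limma). It was -0.53 with FPKM as deposited and -0.83 with TPM, where it passed the thresholds as lower. The paper reports lower FTO protein after Al, which is another measure. Mettl3 (-0.22), Mettl14 (-0.27), Wtap (0.24), Alkbh5 (0.39), Hnrnpa2b1 (-0.13) and 1110037F02Rik (-0.52), the gene symbol of VIRMA in the table, were not called. Across the fits that each left out one replicate, Mettl3 lay between -0.45 and -0.079 and Mettl14 between -0.33 and -0.14, short of the threshold. With FPKM as deposited, Mettl3 (-0.70), Mettl14 (-0.75), Hnrnpa2b1 (-0.62) and 1110037F02Rik (-1.0) passed as lower, and so they did with TPM (-1.0, -1.05, -0.92 and -1.31); Hnrnpa2b1 also passed with quantile normalization (-0.79). The list of m6A erasers had an adjusted P of 0.725 with camera and 0.0438 with fry.

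Nrf1, Gabpa, Tfam and Dlg4, the gene of PSD-95, stand for further proteins that the paper's text names as lower after Al. Nrf1 had a log2 fold change of 0.15, Gabpa of -0.0018, Tfam of 0.32 and Dlg4 of -0.52, and none of them passed the threshold of 0.58. The adjusted P of Tfam, higher in the Al group, was 0.0202 from limma. With FPKM as deposited the values of Nrf1, Gabpa, Tfam and Dlg4 were -0.33, -0.48, -0.16 and -1.0, the last of which passed. With quantile normalization they were 0.46, 0.16, 0.45 and -0.46, and none passed. Dlg4 also passed with TPM (-1.31), without control replicate 3 (-0.61) and without Al replicate 3 (-0.64), and Gabpa (-0.78) and Nrf1 (-0.63) passed as lower with TPM.

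The largest increases by the rule for named genes were LOC108168534 (log2 fold change 5.80) and LOC108168644 (5.51), Ifna13, Pygm (5.15) and Scgb1c1. Ifna13 had at most 3 reads in each control library. After division by the size factors it was at least 50.1-fold higher in the Al group, and Scgb1c1 was at least 27.3-fold higher. The largest decreases were those of Chchd10 (-4.05), Synpo (-3.82), Them6 (-3.79), Rnase1 (-3.40) and Rab3d (-3.39). Chchd10 had at most 16 reads per Al library, Them6 at most 14 and Rnase1 at most 6, so the size of their change depends on the pseudocount: with 0.01 and with 1 it was -5.30 and -2.27 for Chchd10, -5.07 and -1.95 for Them6, and -5.65 and -1.26 for Rnase1. It was -3.72 and -1.9998 for Rab3d, and -3.90 and -3.19 for Synpo. Without Al replicate 2, in which neither had a read, Chchd10 was at -3.22 and Them6 at -3.05. Rnase1 was at -4.10 without Al replicate 3, the only Al library with its reads. Of the increases, LOC108168644 ranged from 3.40 to 6.26 and Pygm from 3.68 to 5.48 across the alternatives. All 10 genes kept their direction and their call under all 18 alternatives, and no explanation was tested for them.

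The first principal component held 77.1% of the variance and separated the Al libraries from the control libraries.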
